# Conventional Co-Housing Modulates Murine Gut Microbiota and Hematopoietic Gene Expression

**DOI:** 10.3390/ijms21176143

**Published:** 2020-08-26

**Authors:** Jichun Chen, Shuling Zhang, Xingmin Feng, Zhijie Wu, Wendy Dubois, Vishal Thovarai, Sonia Ahluwalia, Shouguo Gao, Jinguo Chen, Tyler Peat, Shurjo K. Sen, Giorgio Trinchieri, Neal S. Young, Beverly A. Mock

**Keywords:** mice, specific pathogen free, conventional co-housing, gut microbiota, single cell RNA-seq, hematopoietic stem and progenitor cells

## Abstract

Specific-pathogen-free (SPF) mice have improved hematopoietic characteristics relative to germ-free mice, however, it is not clear whether improvements in hematopoietic traits will continue when the level of microorganism exposure is further increased. We co-housed SPF C57BL/6 mice in a conventional facility (CVT) and found a significant increase in gut microbiota diversity along with increased levels of myeloid cells and T cells, especially effector memory T cells. Through single cell RNA sequencing of sorted KL (c-Kit^+^Lin^−^) cells, we imputed a decline in long-term hematopoietic stem cells and an increase in granulocyte-monocyte progenitors in CVT mice with up-regulation of genes associated with cell survival. Bone marrow transplantation through competitive repopulation revealed a significant increase in KSL (c-Kit^+^Sca-1^+^Lin^−^) cell reconstitution in recipients of CVT donor cells which occurred when donors were co-housed for both one and twelve months. However, there was minimal to no gain in mature blood cell engraftment in recipients of CVT donor cells relative to those receiving SPF donor cells. We conclude that co-housing SPF mice with mice born in a conventional facility increased gut microbiota diversity, augmented myeloid cell production and T cell activation, stimulated KSL cell reconstitution, and altered hematopoietic gene expression.

## 1. Introduction

Laboratory mice have been used extensively as model animals for the study of human diseases, but the standard specific-pathogen-free (SPF) housing environment causes the immune system of laboratory mice to be insufficiently trained, due to exposure to only a very narrow spectrum of microorganisms [1]. Mice living in the wild have much broad gut microbiota diversity than do laboratory mice in SPF quarters [2]; “Wilding” mice, created by transferring embryos from laboratory mice into wild mice, have natural microbiota that have outcompeted the microbiota in laboratory microbiota, and are more resilient in their response to environment challenges [3]. Gut microorganisms form a special community capable of regulating a large array of functional activities in humans and mice [4,5]; whereby diversified microbiota can have health benefits by maintaining hematopoiesis [6,7], regulating immunity [1,2], controlling inflammation and infection [8,9], and enhancing cancer treatments [10].

For hematopoietic and immune functions, microbiota diversity has been associated with increased ability of bone marrow (BM) cells to form robust hematopoietic colonies when comparing germ-free (GF) with SPF mice [6,11,12]. Antibiotic treatment to deplete intestinal microbiota impairs the recovery of lymphocytes and neutrophils during syngeneic BM transplantation [13]. In patients receiving allogeneic transplantation of hematopoietic stem and progenitor cells (HSPCs), high intestinal bacterial diversity has been associated with better overall survival [14]. Indirect modulation of gut microbiota can alter the risk of acute graft-versus-host disease [15]. In contrast, antimicrobial treatment to patients with cirrhosis has been associated with thrombocytopenia, anemia and marrow hypoplasia [16].

We employ laboratory mice as model animals to study pathophysiology of human diseases. We were particularly interested in a co-housing approach that was reported to enable normal laboratory mice to gain exposure to a broader spectrum of microorganisms. Recapitulation of adult human immune traits in laboratory mice following co-housing with pet-store mice provided strong evidence showing that restoring physiological microbial exposure in laboratory mice could better model immunological events in humans [1]. Previously, we found that mice born and raised in a conventional facility (CVB) exert greater ability to suppress foreign T cell activation and to attenuate immune-mediated BM destruction than SPF-housed mice [17]. As such, we reasoned that a partial enhancement in microbial diversity by exposing laboratory mice to a “conventional” living environment might also augment immune and hematopoietic traits to better serve as models for the study of human diseases. Thus, we adapted the co-housing method by transferring C57BL/6 (B6) mice from their normal SPF environment to a conventional housing facility (CVT) and housed these CVT with CVB mice. Conventional co-housing enriched gut microbial biodiversity, increased innate and acquired immune cellular immunity, and altered HSPC cellular composition, gene expression and functional characteristics.

## 2. Results

### 2.1. Increased Blood Leukocytes and Activated T Cells in Co-Housed CVT Mice

After one month of co-housing (Figure 1A), CVT mice appeared normal without significant change in white blood cells (WBC), neutrophils (NEU), red blood cells (RBC), and platelets (PLT) relative to SPF mice maintained under SPF conditions (Figure 1B). We stained blood samples for flow cytometry analyses and divided blood leukocytes into CD4 T cells, CD8 T cells, CD11b myeloid cells and CD45R B cells (Figure 1C). CD4 and CD8 T cells were further divided into naive (NV, CD44^−^CD62L^+^), central memory (CM, CD44^+^CD62L^+^), effector (EF, CD44^−^CD62L^−^), and effector memory (EM, CD44^+^CD62L^−^) subsets based on CD44 and CD62L expression (Figure 1C). While proportions of CD4, CD8 and CD11b cells were only slightly higher in CVT mice, proportions of both EM-CD4 and EM-CD8 T cells were significantly higher in CVT mice (Figure 1D). We calculated cellular concentrations based on proportions and total WBC counts and found significantly increased levels of CD4, CD8, CD11b, CD45R, EM-CD4 and EM-CD8 cells in circulating blood in CVT mice relative to those in SPF mice (Figure 1E). Memory CD4 (M-CD4) and memory CD8 (M-CD8) T cells, computed by combining CM and EM cell fractions, were also significantly increased in CVT mice relative to SPF mice (Figure 1E).

### 2.2. Enrichment of Gut Microbiota Diversity in CVT Mice

These increases in EM-CD4, EM-CD8, M-CD4 and M-CD8 T cells in CVT mice were similar to observations from previously reported pet-store co-housed mice, and we hypothesized that conventional co-housing altered mouse gut microbiota as had housing with pet-store mice [1]. To address this possibility, we first compared the gut flora of CVT and SPF using 16S rRNA amplicon sequencing of fecal samples. CVT mice had a broader spectrum of gut microbials relative to SPF mice, shown as alpha diversity rarefaction curves (Figure 2A), using the Faith Phylogenetic Distance metric [18]; box plots demonstrate phylogenetic diversity in CVT mice relative to SPF mice (Figure 2A). Comparisons between CVT and SPF mice revealed distinctive microbiotic ecosystems: CVT mice had higher representations of sixteen operational taxonomic units (OTU) led by *Prevotellaceae, Lactobacillaceae* and *Rikenellaceae*, while SPF mice had higher representation of nine OTUs led by *Lachnospiraceae, Enterococcaceae* and *Ruminococcaceae* (Figure 2B). Additional analyses of microbiota diversity utilized shotgun metagenomic sequencing of 24 fecal samples and identified the top 50 taxa (primarily at the species level) differentially represented among the SPF, CVT and CVB mice (Figure 2C). Of the top fifteen differentially represented species thirteen had a higher level of representation in CVT than in SPF mice (Table A1). Principal component analysis determined that SPF samples formed a cluster clearly distinct from CVT and CVB samples (Figure 2D), indicating effective transfer of microbiota from CVB to CVT mice through co-housing.

### 2.3. Gene Expression in KL Cells by Single Cell RNA-Seq

Confirmation of a significant expansion in gut microbiota diversity in CVT mice led us to hypothesize that conventional co-housing might also affect gene expression and functional characteristics of HSPCs. 

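KL cells, which carry c-Kit and lack the markers of mature lineages, were sequenced from 4 pools of CVT mice and 4 pools of SPF mice. The sample labels give 10 mice per housing group with 2 or 3 mice in a pool, while the legend of Figure 3A gives 8 mice per group. The libraries were made by the droplet method of 10x Genomics, which gives each captured transcript a unique molecular identifier (UMI) so that its amplified copies are counted as 1. The authors aligned the reads, assigned them to cells and counted UMIs with Cell Ranger, whose version and genome build the paper's text does not name. They deposited the UMI counts of 29891 cells of all pools, without normalization. The pool of a cell was read from the number that ends its name. Pools 1, 2, 7 and 8 came from SPF mice and pools 3, 4, 5 and 6 from CVT mice. Pools 1 to 4 held the mice numbered 1 to 10 and pools 5 to 8 those numbered 11 to 20, so the 2 sets of pools were treated as a possible batch, each with 2 pools per housing group. A pool of CVT mice held between 41901551 and 59812346 UMIs (median 51083940) and a pool of SPF mice between 19041749 and 49911524 (median 31504600). The median number of UMIs per cell ranged from 7529.5 in SPF pool 1 to 12771.5 in CVT pool 4. No library was a copy of another, since the counts of any pair of pools of a group differed by 10.4 to 128 times the sampling noise (chi-square per degree of freedom), and those of a CVT pool and an SPF pool by 11.6 to 197 times. The pool was taken as the replicate throughout, and values with ± are means and SD over the 4 pools of a group. With 4 pools against 4, the exact permutation test over the 70 regroupings of the pools cannot give a two-sided p below 0.0286.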

We first performed single cell RNA-seq using sorted KL (c-Kit^+^Lin^−^) cells from BM of SPF and CVT mice at one month of co-housing (Figure A1A). We obtained high quality whole transcriptome data from ~30 × 10^3^ single KL cells which were clustered for CVT and SPF mice respectively based on unsupervised transcriptome similarity (Figure 3A). 

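The deposited cells had between 502 and 5497 genes with a UMI and between 2759 and 49732 UMIs, and up to 61.7% of a cell's UMIs were mitochondrial. All 29891 cells were kept, as the paper's methods state no filter on cells. The range of genes lies just inside round numbers, as a filter at such limits would leave it, so it is not known whether cells had been removed before the counts were deposited. The counts were scaled to 10000 UMIs per cell and log-transformed, and cells were grouped on a shared-neighbour graph (30 neighbours) built from 30 principal components of the 1000 most variable genes. The Leiden method at resolution 2 then gave 33 clusters. Under the alternative settings the number ranged from 24 at resolution 1 to 38 with 2000 variable genes.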

Hematopoietic cell identity was assigned to each cluster of cells by comparing cluster-specific genes with reported lineage signature genes [19], as reported previously [20]: KL cells were grouped into long-term hematopoietic stem cells (LTHSC), multipotent progenitors (MPP), lymphoid multipotent progenitors (LMPP), common myeloid progenitors (CMP), megakaryocyte-erythrocyte progenitors (MEP), and granulocyte-monocyte progenitors (GMP). 

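The 33 clusters were named from a list of marker genes per class, and the classes are called "-like" here because the reported signature lists were not used. The LTHSC-like class was a single cluster of 1118 cells with Procr, Hlf, Mecom, Ly6a, Mllt3 and Tcf15 among its specific genes. The MPP-like class was also a single cluster (1339 cells, with Cd34, Cd48 and Cd27), as was the LMPP-like class (2004 cells, with Dntt, Flt3, Satb1, Notch1 and Il7r). The CMP-like class held 3 clusters, the MEP-like class 8 and the GMP-like class 9. Of the GMP-like clusters, 3 were led by genes of late granulocytes and held 759, 631 and 265 cells. Another 4 clusters had markers of dendritic, B, or T and NK cells, although the larger of those with dendritic markers (588 cells) was led mostly by genes of monocytes, such as Fn1 and Ccr2. The other 6 clusters could not be named, among them 1 of 1780 cells that overlapped the MPP markers most but had Hlf and Mecom among its leading genes and 1 of 963 cells led by genes of basophils and mast cells. They made up 17.9% ± 1.89 (SD, n = 4) of the cells of CVT mice and 18.8% ± 2.97 (SD, n = 4) of those of SPF mice (exact permutation test, two-sided p = 0.657). T- and NK-like cells made up 0.122% ± 0.0894 in CVT mice and 0.286% ± 0.301 in SPF mice (exact p = 0.4).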

While proportions of MPP, CMP, MEP and LMPP were similar for CVT and SPF mice, the proportion of LTHSC was lower and the proportion of GMP was higher in KL cells from CVT mice than those from SPF mice (Figure 3B). 

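The share of each class among all cells of a pool was compared between the 4 pools of each group by an exact permutation test of the difference in means (two-sided), and the p-values of the 6 classes were adjusted by the Benjamini-Hochberg method. LTHSC-like cells made up 2.69% ± 1.32 (SD, n = 4) of the cells of CVT mice and 5.01% ± 1.02 (SD, n = 4) of those of SPF mice. Each CVT pool lay below each SPF pool (exact p = 0.0286, adjusted p = 0.114). The mean shares were 1.56% in CVT mice and 4.42% in SPF mice within pools 1 to 4, and 3.83% and 5.61% within pools 5 to 8. GMP-like cells made up 28.8% ± 2.94 (SD, n = 4) in CVT mice and 22.5% ± 1.92 (SD, n = 4) in SPF mice, and the lowest CVT pool met the highest SPF pool (exact p = 0.0571, adjusted p = 0.114). Their mean shares were 30.5% and 21.4% within pools 1 to 4, and 27.1% and 23.6% within pools 5 to 8, where the pools of the groups overlapped. The largest late granulocyte cluster, counted in this class, held 8.62% of SPF pool 7 and 1.61% of SPF pool 8. It held 3.39% of CVT pool 5 and 3.72% of CVT pool 6. Shares without the late granulocyte clusters were not tested. LMPP-like cells made up 5.97% ± 0.705 in CVT mice and 7.57% ± 1.36 in SPF mice (exact p = 0.0571, adjusted p = 0.114). CMP-like cells made up 9.17% ± 1.35 in CVT mice and 10.8% ± 1.20 in SPF mice (exact p = 0.143, adjusted p = 0.214). The share of MPP-like cells was 4.10% ± 1.68 in CVT mice and 5.02% ± 1.12 in SPF mice (exact p = 0.371, adjusted p = 0.429). The share of MEP-like cells was 29.0% ± 4.98 in CVT mice and 26.0% ± 5.05 in SPF mice (exact p = 0.429, adjusted p = 0.429). No class passed an adjusted p of 0.05 in this test, which with 6 classes can give one only if the pools of at least 4 classes lie apart. In a linear fit with limma, chosen after the data were seen, the adjusted p was 0.0952 for LTHSC-, 0.0693 for GMP-, 0.437 for MPP- and 0.437 for MEP-like cells, and with the pool sets as a block 0.0289, 0.0334, 0.0334 and 0.0334, so these 4 classes passed 0.05 only with the block. Within each pool set, the CVT pools lay below the SPF pools for LTHSC- and MPP-like cells and above them for MEP-like cells. Over 9 settings, this order held in 9 for LTHSC-, 2 for MPP- and 4 for MEP-like cells. The settings are not all separate clusterings, since another denominator and another rule for naming clusters reuse the main one. Both settings for MPP-like cells rest on the main clustering. The alternative that moved LTHSC-like cells most was resolution 1, where a larger class of 7.85% in CVT mice and 11.3% in SPF mice differed by -3.41 percentage points (exact p = 0.143). From the lower proportion of LTHSC and the higher proportion of GMP, together with the increase in CD11b myeloid cells, the paper proposes a general response to a more diverse microbiota that augments differentiation toward the myeloid lineage.

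**Figure D1:**
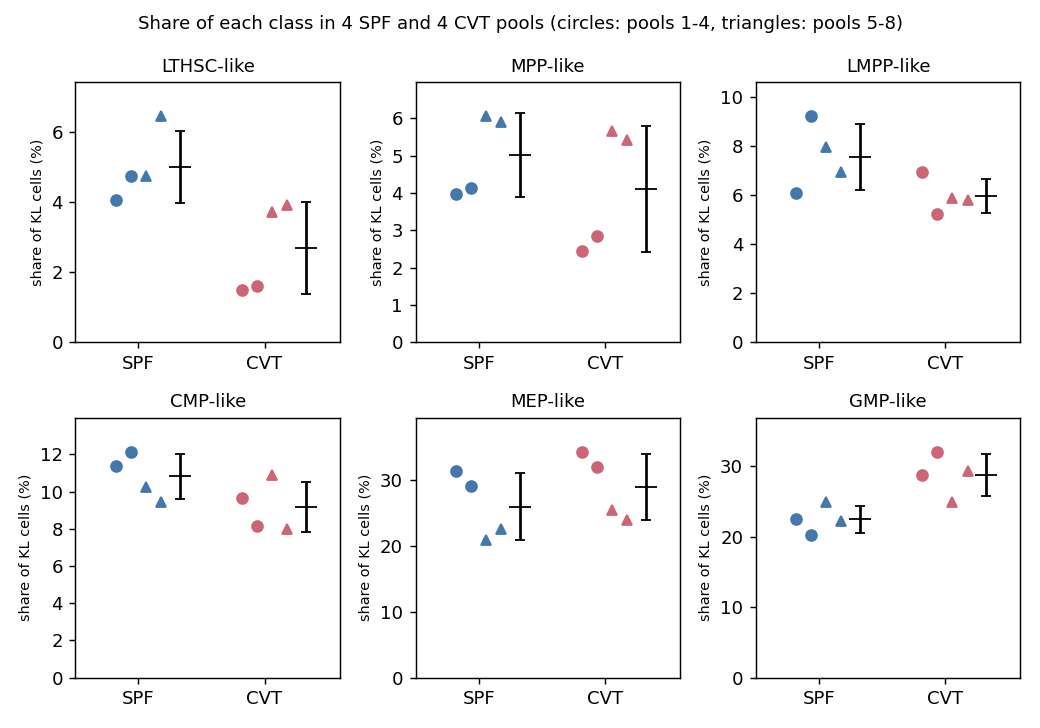
Share of LTHSC-, MPP-, LMPP-, CMP-, MEP- and GMP-like cells in percent of all cells of a pool, for CVT mice and SPF mice; circles are pools 1 to 4, triangles are pools 5 to 8, and bars are mean ± SD of the 4 pools of a group. The CVT pools of LTHSC-like cells lie between 1.51% and 3.93% and the SPF pools between 4.08% and 6.46%.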

Pseudo-time temporal ordering was used to reconstruct hematopoiesis based on the transcriptomes of single KL cells (Figure A1B). Overall, co-housing did not alter the pattern of hierarchal hematopoiesis from multipotent stem cells to lineage-biased progenitors in CVT mice, nor did it affect the binary branching between megakaryocyte-erythroid progenitors and lymphoid and myeloid progenitors (Figure A1C).

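Cells were ordered by diffusion pseudotime with 10 diffusion components, starting from the LTHSC-like cell nearest the center of its class. The paper's methods do not name the tool behind its own ordering. The median pseudotime of a pool was 0.172 ± 0.00497 (SD, n = 4) in CVT mice and 0.167 ± 0.0160 (SD, n = 4) in SPF mice, a difference of 0.00482 that was smaller than the spread between pools (exact permutation test, two-sided p = 0.571). Without SPF pool 8 the difference was -0.00145. LTHSC-like cells came first in all 8 pools, which the starting cell taken from that class largely fixed in advance. LMPP- and MPP-like cells followed, then CMP- and GMP-like cells in either order. With 20 diffusion components, MPP-like cells came before LMPP-like cells in all 8 pools. MEP-like cells came last except in SPF pool 7, where GMP-like cells did. To compare the branches, the share of the nearest neighbours of MEP-, GMP- and LMPP-like cells that belonged to another of these branches was taken per pool. For the 6 pairs the exact p lay between 0.257 and 0.914, and no pool had a share above 0.319%. Such small shares are partly built in, because the clusters were drawn from the same neighbours, so they do not show that the branches are separate. Free RNA in the droplets enters the ordering of single cells and the neighbours alike and was not removed.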

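UMI counts were summed over all KL cells of a pool, over its LTHSC-like cells and over its GMP-like cells, and the 4 CVT sums were compared with the 4 SPF sums by edgeR's quasi-likelihood test (TMM normalization, filterByExpr, Benjamini-Hochberg adjustment). The sums of LTHSC-like cells held 410418 to 1754834 UMIs from 67 to 293 cells per pool, and those of GMP-like cells 5218137 to 22981818 UMIs. In KL cells edgeR called 0 of 13092 genes at an adjusted p under 0.05, with 392 genes higher and 529 lower in CVT mice at an unadjusted p under 0.05, and DESeq2 called 5 genes higher and 10 lower. In GMP-like cells edgeR called 0 of 11255 genes (327 higher and 184 lower at an unadjusted p under 0.05), as did DESeq2. In LTHSC-like cells edgeR and DESeq2 each called 1 gene, Ccl5, higher in CVT mice, of the 6917 genes that edgeR tested (222 higher and 168 lower at an unadjusted p under 0.05). With the pool sets as a block, edgeR called 1 gene higher and 3 lower in KL cells, Ccl5 in LTHSC-like cells and no gene in GMP-like cells (467 higher and 375 lower at an unadjusted p under 0.05). The alternative that moved these counts most was to test every gene with at least 1 UMI, where edgeR called 30 genes higher and 2 lower in LTHSC-like cells and none in KL or GMP-like cells. Without CVT pool 6, edgeR called 7 genes higher in LTHSC-like cells. Ccl5, which encodes a chemokine and lies on chromosome 11 from 83525778 to 83530518 (GRCm38), had 64.2 ± 33.0 counts scaled by library size (CPM; SD, n = 4) in CVT mice and 8.33 ± 3.84 (SD, n = 4) in SPF mice. Its log2 fold change was 2.80 (standard error 0.371, adjusted p = 2.17e-04 from edgeR) and each CVT pool lay above each SPF pool. A single cell held 75 to 100% of the Ccl5 UMIs of each CVT pool and 50 to 71.4% of those of each SPF pool. Without the cell with the most Ccl5 UMIs of each pool, the log2 fold change was 1.16 (standard error 0.552, adjusted p = 0.854 from edgeR). CVT pool 6 then had 16.5 CPM, CVT pools 3, 4 and 5 had 2.43, 0 and 4.82, and the SPF pools 1.75 to 3.94. The cells left out were chosen by the value under test. In simulated data with 200 genes changed by a factor of 2, the same test recovered 85.5% of them in KL cells, 76.5% in LTHSC-like cells and 82.5% in GMP-like cells. Of its 188, 165 and 171 calls, 17, 12 and 6 were false.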

Gene expression in KL, LTHSC and GMP cells showed 161, 240 and 2152 genes up-regulated and 288, 275 and 1640 genes down-regulated, respectively, in CVT mice relative to SPF mice. 

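Elane, Hspa1a, Ctsg, Retnlg, Lyz2 and Chil3 are the 3 genes with the largest change in each direction that the paper reports for KL cells. Coordinates are those of GENCODE M21 on GRCm38, matched by gene symbol. Elane encodes neutrophil elastase and lies on chromosome 10 from 79886247 to 79888215. It had 1744 ± 278 CPM (SD, n = 4) in CVT mice and 1239 ± 167 (SD, n = 4) in SPF mice, a log2 fold change of 0.49 (standard error 0.126, adjusted p = 0.636 from edgeR). Ctsg (chromosome 14, 56099881 to 56102574) encodes cathepsin G of the same granules, with a log2 fold change of 0.43 (standard error 0.128, adjusted p = 0.660). In MEP-like cells, which should lack these transcripts, 7 of 10 granule genes were higher in CVT mice (median log2 fold change 0.29), and the pools overlapped (exact p = 0.171). The heat shock gene Hspa1a (chromosome 17, 34969190 to 34972156), whose reads can also match its paralog Hspa1b, had 53.3 ± 54.3 CPM in CVT mice and 11.2 ± 6.14 in SPF mice. Its log2 fold change of 2.21 (standard error 0.835, adjusted p = 0.676) was smaller than the spread between CVT pools, which ranged from 3.62 to 127, and was 1.33 without CVT pool 4. Retnlg (chromosome 16, 48872621 to 48874496) changed by -1.04 (standard error 0.831, adjusted p = 0.811), and by 0.0135 without SPF pool 7, which also moved Lyz2 to -0.34 and Chil3 to -0.39. For Lyz2 (chromosome 10, 117277331 to 117282321) the log2 fold change was -0.77 (standard error 0.502, adjusted p = 0.769). For Chil3 (chromosome 3, 106147554 to 106167564) it was -0.70 (standard error 0.516, adjusted p = 0.794). On the scale of Tables A2 and A3, the natural log of the mean UMIs per 10000 plus 1 over cells, CVT minus SPF, the values were 0.361 for Elane, 0.334 for Hspa1a, 0.309 for Ctsg, -0.552 for Retnlg, -0.392 for Lyz2 and -0.283 for Chil3. Compared over pools, the exact p of these lay between 0.0571 and 0.371. The alternative that moved them most was a pseudocount of 0.1 in place of 1, which gave 1.09 for Hspa1a.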

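In LTHSC-like cells, S100a8 (chromosome 3, 90668978 to 90670035), S100a9 (chromosome 3, 90692632 to 90695721) and Camp (chromosome 9, 109847379 to 109849617) encode proteins of neutrophils. S100a8 had 538 ± 259 CPM (SD, n = 4) in CVT mice and 412 ± 117 (SD, n = 4) in SPF mice, a log2 fold change of 0.45 (standard error 0.202, adjusted p = 0.851 from edgeR). The log2 fold change was 0.40 for S100a9 (standard error 0.215, adjusted p = 0.877) and 0.052 for Camp (standard error 0.177, adjusted p = 1.000), whose direction changed under some alternatives, as with DESeq2 (-0.054). Without CVT pool 6, S100a8 had 0.18 and S100a9 0.17. On the scale of Tables A2 and A3 the values were 0.299 for S100a8, 0.282 for S100a9 and 0.0295 for Camp, with an exact p over pools of 0.6, 0.714 and 0.714. Nop56 (chromosome 2, 130274430 to 130279313), which encodes a nucleolar protein, had 155 ± 17.3 CPM in CVT mice and 219 ± 11.5 in SPF mice. Its log2 fold change was -0.52 (standard error 0.106, adjusted p = 0.128) and each CVT pool lay below each SPF pool (exact p = 0.0286). Ninj1 (chromosome 13, 49187485 to 49196244) had 169 ± 11.0 and 192 ± 4.82 CPM, a log2 fold change of -0.19 (adjusted p = 0.877), again with the pools apart (exact p = 0.0286). Chance sets the pools apart for 2.86% of genes that were not chosen on these samples. The paper chose Nop56 and Ninj1 on the same samples, so the exact p is no independent evidence for them. On the natural log scale the values were -0.255 for Nop56 and -0.141 for Ninj1. With every gene tested, edgeR called Nop56 (adjusted p = 0.00183), S100a8 (adjusted p = 9.40e-04) and S100a9 (adjusted p = 0.0340), which lay between 0.128 and 0.877 in the test of 6917 genes. The same edgeR fit called the haemoglobin genes Hbb-bs (adjusted p = 7.38e-25) and Hba-a1 (adjusted p = 7.54e-25). These differed between the pool sets by 4.49 and 4.64 (log2). It also called Cxcl12, Ibsp and Igfbp5, with log2 fold changes of 6.11 to 7.81. A call in this fit is therefore weak evidence for a change with housing.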

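In GMP-like cells, Hspa1a had 60.8 ± 62.7 CPM (SD, n = 4) in CVT mice and 14.1 ± 8.34 (SD, n = 4) in SPF mice, a log2 fold change of 2.03 (standard error 0.809, adjusted p = 0.987 from edgeR). The ribosomal protein gene Rps12 (chromosome 10, 23785183 to 23787275) had 3912 ± 416 and 3324 ± 191 CPM, a log2 fold change of 0.23 (standard error 0.0755, adjusted p = 0.987). Rpl12 (chromosome 2, 32961559 to 32965345) also changed by 0.23 (standard error 0.0877, adjusted p = 0.987). For both, each CVT pool lay above each SPF pool in CPM. Without CVT pool 4, Hspa1a had 1.11, Rps12 0.16 and Rpl12 0.13. The log2 fold change was -1.32 for Retnlg (standard error 0.878, adjusted p = 0.987) and -0.82 for Lyz2 (standard error 0.483, adjusted p = 0.987), genes of late granulocytes. These fell to -0.11 and -0.36 without SPF pool 7, and to -0.18 and -0.084 without the late granulocyte clusters, an alternative added after the data were seen. Hbb-bs (chromosome 7, 103826534 to 103828096) encodes a beta globin, and its log2 fold change of -0.86 (standard error 1.36, adjusted p = 1.000) was 0.56 without SPF pool 7. It had 5.99 to 10.9 CPM in pools 1 to 4 and 235 to 685 in pools 5 to 8. On the natural log scale the values were 0.350 for Hspa1a, 0.186 for Rpl12, 0.199 for Rps12, -0.957 for Retnlg, -0.543 for Lyz2 and -0.147 for Hbb-bs, with an exact p over pools between 0.143 and 0.714.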

Table A2 lists the top 20 genes showing upregulation, while Table A3 lists the top 20 genes showing down regulation, in CVT mice relative to SPF mice in each of these three cell populations. In KL cells, patterns of gene expression differed significantly between CVT and SPF mice (Figure A2A, heatmap). 

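Gene lists written from the pathways that the paper names were tested in KL cells with camera (limma), with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over all 14 list tests. The 84 ribosomal protein genes had a median log2 fold change of 0.12 (adjusted p = 3.04e-15), with 78 higher and 6 lower in CVT mice. The 90 genes of oxidative phosphorylation had a median of 0.10 (adjusted p = 1.05e-13), with 82 higher. The 40 mitosis genes had a median of 0.18 (adjusted p = 3.04e-15), with 38 higher, and the 51 genes of the interferon gamma response a median of -0.17 (adjusted p = 1.06e-05), with 43 lower. Camera takes genes of a list as nearly independent. With fry, which does not, the adjusted p was 0.0396 for the ribosomal list, 0.0971 for oxidative phosphorylation and for interferon gamma, and 0.278 for mitosis. With the correlation estimated from the data it was 0.231 for each of the 4 lists. Summarised per pool, every CVT pool lay above every SPF pool for the ribosomal list (exact permutation test, two-sided p = 0.0286), while the pools overlapped for oxidative phosphorylation (exact p = 0.0571), mitosis (exact p = 0.0857) and interferon gamma (exact p = 0.0857). Within pools 1 to 4 and within pools 5 to 8, the CVT pools lay on the same side of the SPF pools for the ribosomal, oxidative phosphorylation and interferon gamma lists, and overlapped in pools 5 to 8 for mitosis. With the pool sets as a block, added after the data were seen, the medians were 0.12 for the ribosomal list, 0.094, 0.17 and -0.17. The alternative that moved a median most left out CVT pool 5, which gave 0.25 for the mitosis list, while without SPF pool 7 it was 0.12. The interferon gamma median was -0.11 without CVT pool 3, with 14 genes higher and 37 lower. Adjusted over the list alone, edgeR called 1 gene lower, Ifi35 of the interferon gamma list, and no other gene, although 48 ribosomal, 27 oxidative phosphorylation, 5 mitosis and 6 interferon gamma genes had an unadjusted p under 0.05. Over all genes none of them was called. Sums over KL cells mix the classes, so a median there can also reflect other shares of the classes, which was not tested. The interferon gamma median was -0.12 in MEP-, -0.053 in MPP-, -0.045 in CMP-, -0.033 in LMPP-, 0.015 in GMP- and 0.024 in LTHSC-like cells. The oxidative phosphorylation median lay between -0.0070 in MPP-like and 0.079 in MEP-like cells. Each was smaller in size than that of KL cells.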

Gene ontology (GO) pathway analyses revealed down-regulation of genes related to immune responses, cell proliferation and cell activation, and up-regulation of genes associated with cellular metabolism, including protein, ribosome, and energy metabolic processes, in cells from CVT mice (Figure A2B). 

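In LTHSC-like cells, 32 genes of DNA damage repair had a median log2 fold change of -0.072 (camera, adjusted p = 0.249), with 19 lower and 13 higher in CVT mice. Without SPF pool 7 the median was -0.063 (adjusted p = 0.0306), and in the class found by clustering again the cells with at least 1000 genes and at most 10% mitochondrial UMIs it was 1.03e-04. The 20 cell survival genes had a median of 0.023 (adjusted p = 0.249), with 11 higher and 9 lower. This median turned to -0.057 without CVT pool 4 and to -0.017 without SPF pool 1. Summarised per pool by each gene's deviation from its mean, a measure chosen after the data were seen, the survival list was higher in each CVT pool than in each SPF pool (exact permutation test, two-sided p = 0.0286, unadjusted over 14 lists), while the same summary gave an exact p of 0.143 for DNA damage repair. The 16 genes of Toll-like receptor signaling had a median of 0.024 (adjusted p = 0.581), which was -0.015 without SPF pool 1 and -0.0088 without CVT pool 3. The 16 Wnt signaling genes had a median of 0.076 (adjusted p = 0.331), with 12 higher. All 6 AP-1 genes tested were higher, with a median of 0.36 (adjusted p = 8.65e-05), and the 10 mitosis genes had a median of 0.21 (adjusted p = 0.00666) with 6 higher. The AP-1 median was 0.16 without CVT pool 4, with 5 of 7 genes higher, 0.20 without SPF pool 1 and 0.58 without CVT pool 6. Under fry the adjusted p of the AP-1 and mitosis lists was 0.501 and 0.278, and with an estimated correlation 0.231 for both. The AP-1 list was higher in CVT mice within pools 1 to 4 and not within pools 5 to 8, and its exact p over pools was 0.314. Without CVT pool 6 the mitosis list had a median of 0.17 (adjusted p = 0.0536). Adjusted over the list alone, edgeR called Jund of the AP-1 list higher and no other gene, with 3 survival, 2 DNA damage repair, 2 Toll-like receptor, 0 Wnt, 2 AP-1 and 2 mitosis genes at an unadjusted p under 0.05. None of them was called over all genes.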

In LTHSC, genes in the DNA damage-repair and genomic stability pathways were down-regulated whereas genes associated with cellular stimulation and cell survival pathways were up-regulated in CVT mice (Figure 3C). In GMP, genes involved in immune responses were down-regulated while genes associated with cell survival pathways were up-regulated in CVT mice (Figure 3D). In particular, we noted a significant up-regulation in the expression of ribosomal protein genes in GMP from CVT mice, relative to those from SPF mice (Table A2).

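In GMP-like cells, the 45 interferon gamma genes had a median log2 fold change of 0.015 (camera, adjusted p = 0.914), with 25 higher and 20 lower in CVT mice. The direction rested on single pools, with a median of -0.020 without CVT pool 5. After a filter on genes and mitochondrial UMIs and a new clustering of the cells left, which also changed the members of the class, the median was -0.055 (adjusted p = 0.00948). The 28 cell survival genes had a median of 0.016 (adjusted p = 0.601), with 15 higher and 13 lower, and a median of -0.0050 without SPF pool 1. The 36 target genes of Myc and Myb, transcription factors that the figure places under cell survival, had a median of -0.048 (adjusted p = 0.0843), with 24 lower and 12 higher. Without the late granulocyte clusters, an alternative added after the data were seen, this median was -0.098 (adjusted p = 4.67e-08). Without SPF pool 1, CVT pool 3, CVT pool 4 or SPF pool 7 the adjusted p of the Myc and Myb list was 0.0195, 0.00734, 2.81e-04 or 0.00415. Summarised per pool, the exact p was 0.657 for interferon gamma, 0.571 for survival and 0.6 for Myc and Myb targets (exact permutation tests, two-sided). Within pools 5 to 8, both CVT pools lay below both SPF pools for the Myc and Myb list, and the groups overlapped within pools 1 to 4. Adjusted over the list alone, edgeR called 0 genes of the 3 lists, as it did over all genes, with 2 interferon gamma, 2 survival and 1 Myc and Myb target gene at an unadjusted p under 0.05.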

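The 84 ribosomal protein genes had a median log2 fold change of 0.14 in GMP-like cells (camera, adjusted p = 4.41e-22), with 79 higher and 5 lower in CVT mice. The adjusted p was 0.0396 under fry and 0.231 with the correlation estimated from the data. With each pool left out in turn the median stayed between 0.12 and 0.16. Summarised per pool, every CVT pool lay above every SPF pool, also within pools 1 to 4 and within pools 5 to 8, with a smallest gap of 0.061 (log2) within a set (exact permutation test, two-sided p = 0.0286). Without the late granulocyte clusters the median was 0.11 and the pools of the groups overlapped over all 8 (exact p = 0.0571), but not within either set, where the smallest gap was 0.057. Adjusted over the list alone and over all genes, edgeR called 0 of the 84 genes, of which 54 had an unadjusted p under 0.05. The same list had a median of 0.11 in LTHSC-like cells (exact p = 0.0571), 0.16 in MPP-like cells (exact p = 0.0571), 0.12 in LMPP-like cells (exact p = 0.0857), 0.079 in CMP-like cells (exact p = 0.257) and 0.045 in MEP-like cells (exact p = 0.229). Within both pool sets the CVT pools lay above the SPF pools in LTHSC-, MPP-, LMPP- and MEP-like cells, with smallest gaps of 0.032, 0.046, 0.060 and 0.0012, and they overlapped within pools 5 to 8 in CMP-like cells. The difference between classes was not tested. Reads of ribosomal protein genes can also match their pseudogenes.

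**Figure D2:**
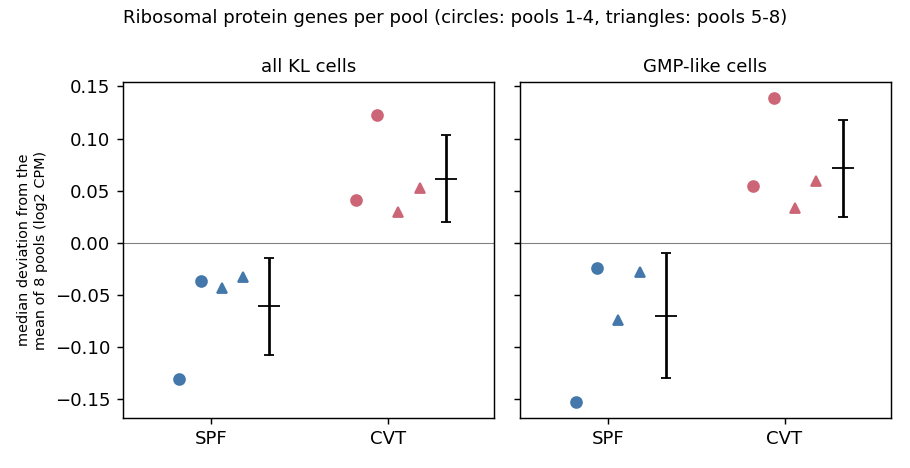
Median over the 84 ribosomal protein genes of the deviation from each gene's mean of 8 pools (log2 CPM), for all KL cells and GMP-like cells of CVT mice and SPF mice; circles are pools 1 to 4, triangles are pools 5 to 8, and bars are mean ± SD of the 4 pools of a group. In both panels every CVT pool lies above every SPF pool.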

### 2.4. Functional Characteristics of HSPCs from CVT and SPF Mice

Alterations in LTHSC and GMP proportions and changes in gene expression between CVT and SPF mice prompted a search for potential functional implications. We examined BM histology and analyzed BM cell composition in CVT and SPF mice and then mixed BM from CVT or SPF donors (CD45.2) 1:1 with BM cells from a pool of congenic B6-CD45.1 competitors and transplanted cell mixtures into lethally-irradiated B6-CD45.1 recipients to specifically test HSPC engraftment in vivo (Figure 4A). Examination of sterna BM found no major differences: all sterna had adequate cellularity at 90-5% levels with minimally increased overall myeloid/erythroid ratio in the CVT versus SPF donor mice (Figure 4B). BM cells flushed from tibiae and femurs were also not different in the recovery of total BM cells, KL cells, KSL (c-Kit^+^Sca-1^+^Lin^−^) cells and CFCs (colony forming cells) between CVT and SPF mice (Figure 4B). However, BM cells from CVT mice contained a higher proportion of CD11b myeloid cells and a lower proportion of CD45R B cells relative to those from SPF mice (Figure 4B). When BM cell were transplanted into lethally-irradiated recipients, overall mature blood cell engraftment was slightly higher in recipients of CVT donors at one and three, but not at six, months post transplantation: average donor contributions were 51%, 59% and 54% for recipients of CVT donors, and were 42%, 54% and 56% for recipients of SPF donors (Figure 4C). We euthanized recipient mice at six months after transplantation, and found, surprisingly, that BM cells from recipients of CVT donors contained higher proportions of KSL cells (0.07% vs. 0.05%, *p* < 0.01) and higher proportions of donor-derived KSL cells (0.05% vs. 0.03%, *p* < 0.01) than did BM cells from recipients of SPF donors, leading to significantly higher level recovery of donor-type KSL cells in recipients of CVT donors than in recipients of SPF donors (121 × 10^3^ vs. 82 × 10^3^, *p* < 0.05, Figure 4D). Thus, conventional co-housing produced enhanced donor KSL cell reconstitution but exerted minimal to no effect on recipient mature blood cell engraftment following BM transplantation.

### 2.5. Hematopoietic Effects Following Long-Term Co-Housing

We extended co-housing in the conventional facility to twelve months and measured blood and bone marrow cell numbers (Figure 5A). There were no difference in WBC, NEU, RBC and platelet concentrations (Figure 5B), and no difference in the proportions and absolute numbers of blood CD4, CD8 and CD45R (Figure A3A). When CD4 and CD8 T cells were further divided into different subsets based on CD44 and CD62L expression, we found no difference in the proportions and concentrations of EM-CD4, M-CD4, EM-CD8 and M-CD8 cells between CVT and SPF mice (Figure A3B). However, the proportion (27.5% vs. 22.4%, *p* < 0.05) and absolute numbers (0.95 × 10^9^/L vs. 0.82 × 10^9^/L) of CD11b myeloid cells were higher in CVT than in SPF mice (Figure 5B). Recovery of total BM cells, KL cells, KSL cells and CFCs were also not different between CVT and SPF mice after twelve months of co-housing (Figure 5C). Transplantation of BM cells from CVT and SPF donors into lethally-irradiated B6-CD45.1 recipients through competitive repopulation showed no significant difference in mature blood cell engraftment at one, three and six months after transplantation (Figure 5D). However, recipients of CVT donors contained significantly more total BM cells (379 × 10^6^ vs. 332 × 10^6^, *p* < 0.05) and more donor-type KSL cells (161 × 10^3^ vs. 93 × 10^3^, *p* < 0.01) than in recipients of SPF donors, at six months after transplantation (Figure 5E). Thus, after twelve months of co-housing, CVT mice maintained a higher level of blood CD11b myeloid cells and a higher level of donor KSL cell reconstitution, but without a corresponding gain in mature blood cell engraftment, relative to age-matched SPF mice.

## 3. Discussion

In the current study, we adapted a method of co-housing SPF mice with “dirty” mice [1], and compared SPF mice with CVT mice that were co-housed with CVB mice in a conventional facility for one or twelve months. Findings from our study were in general agreement with earlier reports comparing SPF mice with GF mice [6,12], or comparing SPF mice with or without antibiotic treatment [6,7,13], showing enhancements in hematopoietic and immune characteristics with increasing gut microbiota diversity [1,2]. In particular, the higher proportions of effector memory and memory CD4 and CD8 T cells in the blood of CVT mice are in concordance with observations from pet-store co-housed laboratory mice [1]. Changes in these immune phenotypes were less dramatic in the CVT mice in the current study than in pet-store co-housed mice reported earlier, which is consistent with a smaller change in microbial diversity in conventionally-house mice than in pet-store mice. An enlarged population of CD11b myeloid cells is another phenotype we observed in CVT mice, possibly indicative of augmented immune function following a gain in gut microbiota diversity, and consistent with more CD11b myeloid cells in SPF than in GF mice [6], showing that gut microbial stimulate CD11b myeloid cell production to enhance innate immunity.

Analysis of gut microorganisms revealed significant differences between CVT and SPF mice showing effective transfer of microorganisms from CVB to CVT mice through co-housing. The top three OTUs highly represented in CVB mice and effectively transferred to CVT mice during co-housing were *Prevotellaceae, Lactobacillaceae* and *Rikenellaceae*, which is consistent with our previous observation in CByB6F1 mice born and housed in the same conventional facility in which the same three microbial families were most abundant in CVB mice [17].These microbial families offer health benefits, since lack of *Prevotellaceae* and *Rikenellaceae* have been associated with Parkinson’s disease [21], and liver cirrhosis [22]. In Rag1-/- mice, fecal transplants from wild type donors altered gut bacterial community with increases in *Prevotellaceae* which were accompanied by increases in total number of BM cells and HSPCs [23]. By contrast, the presence of certain *Prevotella* species have been associated with increased risk for myeloma, perhaps by promoting the differentiation of Th17 cells in the gut which migrate to the BM [24]. We recognize that co-housing as in the current study encompasses multiple potentially confounding factors: food source and processing, ventilation and cage covering, as well as facility barrier and access control, which may contribute to the differences we observed between SPF and CVT mice. Our use of the term “conventional co-housing” represents the sum of these contributing factors, and each or several could be further explored in future studies.

Reduction in LTHSC and increase in GMP in CVT mice were fresh observations from our study that demonstrate a potential association between gut microbiota diversity and hematopoiesis regulation. Single cell RNA-seq enabled us to divide HSPCs into functional subsets based on global gene expression rather than on a few cell surface markers [20]. The decrease in LTHSC and the increase in GMP in CVT mice are likely correlated, as well as to the increase in CD11b myeloid cells, as general responses to stimulation from a more diversified microbiota augmenting hematopoietic differentiation favoring the myeloid lineage. Increase in GMP in CVT mice may help to explain the small gain in CVT donor cell engraftment to recipient mature blood cells at one and three months after transplantation.

A unique observation from this study was an increase in KSL cell reconstitution from CVT donors after both short- and long-term co-housing. The gain of donor KSL cell reconstitution could be the result of an increased response of CVT donor BM cells in the conventional environment that increases the KSL pool size. Administration of the inflammatory cytokine gamma interferon stimulates Sca-1 expression and can significantly increase KSL pool size [25,26,27]. However, we did not observe a gain of KSL cells in CVT mice even after long-term co-housing, thus it is unlikely that the conventional housing environment stimulates Sca-1 expression to artificially increase an apparent KSL pool size. Furthermore, enhanced KSL cell reconstitution in our study was not associated with much decline in mature blood cell engraftment, as was seen in mice following gamma interferon treatment [26], indicating that the increased donor KSL cells in recipients that received CVT BM cells are functionally active. It is possible that the gain of KSL cell reconstitution from CVT donors could be the result of increased KSL cell survival, since expression of genes associated with cell survival was increased in LTHSC and GMP cells from CVT mice. Upregulation of genes associated with cell survival pathways, in the TLR and Wnt signaling pathways, may contribute to the enhanced KSL cell reconstitution phenotype from CVT donors. Engagement of TLR ligands with TLRs regulate HSC differentiation and lineage specification [28,29], activation of canonical Wnt-β-catenin signaling in combination with mTOR suppression maintains human and mouse LT-HSC ex vivo under cytokine-free conditions [30], and up-regulation of canonical and non-canonical Wnt signaling pathways can led to increases in lymphopoiesis and myelopoiesis [31]. We posit that molecular changes in LTHSC and GMP could provide a survival advantage in CVT KSL cells, leading to a gain in CVT-donor-KSL cell reconstitution relative to the reconstitution of competitor-originated KSL cells. The survival advantage would not be observed in the absence of competitor KSL cells, and indeed no difference in the size of the KSL cell pool was seen between CVT and SPF mice at steady state, without BM transplantation.

The gain in KSL reconstitution from CVT donors was not associated with a corresponding improvement in donor engraftment. It is possible that the expanded KSL cells from CVT donors may have reduced functional capacity per cell or that some of the expanded KSL cells from CVT donors are quiescent and do not contribute to recipient mature blood cell production. Future studies are needed to discriminate among these possibilities.

## 4. Materials and Methods

### 4.1. Mice and Animal Husbandry

Inbred B6 mice were initially obtained from the Jackson Laboratory (Bar Harbor, ME, USA) and maintained for three weeks in a barrier-controlled SPF facility with covered cages, individual cage air ventilation and free access to autoclaved 75 IF 5V0A rodent chow (Purina LabDiet, St. Louis, MO, USA). Mice were then split into two groups: SPF mice were maintained in the SPF facility while CVT mice were transferred from SPF to a conventional facility and co-housed with CVB mice (four transferred SPF mice housed in the same cage with one CVB mouse) for one or twelve months. The conventional facility has a limited barrier control in which mice were housed in open-top cages on suspended shelves with free access to unautoclaved 5001c Rodent chow (Purina LabDiet, St. Louis, MO, USA). Congenic B6-CD45.1 (B6.SJL-Ptprc^a^Pep3^b^/Boy) mice, also from the Jackson Laboratory, were maintained in SPF and conventional facilities as BM recipients. Animals in both facilities had free access to acidified water at pH 2.7-3.0. All animal studies were approved by Institutional Animal Care and Use Committees at National Heart, Lung, and Blood Institute and the National Cancer Institute, respectively.

### 4.2. Cell Counting, Histology and Flow Cytometry

Blood was collected from retro-orbital sinus into eppendorf tubes in the presence of 5 mM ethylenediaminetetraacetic acid (EDTA, Sigma, St. Louis, MO, USA). Complete blood counts (CBC) were performed using a HemaVet 950 analyzer (Drew Scientific, Inc., Miami Lake, FL, USA). After euthanasia, sterna were collected from CVT and SPF mice, fixed in 10% neutral buffered formalin, sectioned at 5 µM thickness, and stained with hematoxylin and eosin (VitroVivo Biotech, LLC., Rockville, MD, USA). Slides were examined under a Zeiss Axioskop 2 microscope (Carl Zeiss MicroImaging GmbH, Jena, Germany) and images were captured at 20× magnification. BM cells were extracted from bilateral tibiae and femurs into RPMI 1640 media (Invitrogen, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum, 100 U/mL penicillin, 100 μg/mL streptomycin, and 100 μg/mL glutamine), filtered through 90 μM nylon mesh (Small Parts, Miami Lake, FL, USA), and counted by a Vicell counter (Beckman Coulter, Miami, FL, USA).

BM and blood cells were stained with antibody mixtures for flow cytometry analyses. Monoclonal antibodies for murine CD3e (clone 145-2C11), CD4 (Clone GK1.5), CD8a (Clone 53-6.7), CD11b (clone M1/70), CD44 (clone 1M7), CD45R (clone RA3-6B2), CD45.1 (Clone A20), CD45.2 (clone 104), CD62L (MEL-14), CD117 (Clone 2B8), erythroid cells (Clone TER-119), granulocytes (Clone RB6-8C5), and stem cell antigen 1 (Sca1, Clone D7) were all from Biolegend (San Diego, CA, USA) and were conjugated to fluorescein isothiocyanate (FITC), phycoerythrin (PE), PE-cyanin 5 (PE-Cy5), PE-cyanin 7 (PE-Cy7), allophycocyanin (APC), APC-cyanin 7 (APC-Cy7) or brilliant violet 421 (BV421). Stained cells were analyzed in a Canto II flow cytometer with data acquisition and analyses by FACSDiva software (Becton Dickson, San Diego, CA, USA). We use KL (c-Kit^+^Lin^−^) and KSL (c-Kit^+^Sca-1^+^Lin^−^) as phenotypic markers for HSPCs.

### 4.3. 16S rRNA Gene Amplicon Sequencing and Metagenomic Analyses

Mouse fecal pellets were collected from CVB, CVT and SPF animals before and one to twelve months after co-housing in the conventional facility. Fecal samples were stored at −80 °C and were loaded into a 96 well plate when ready for analysis. DNA extraction and amplification were performed using Eppendorf liquid handling robots. The V4 region of the 16 rRNA (515F-806R) was amplified and sequenced generating paired-end, overlapping reads using the Illumina MiSeq platform [32]. The demultiplexed paired-end FASTQ files were pre-processed and analyzed using QIIME2 version 2.2017.8 [33]. The DADA2 algorithm [34], implemented in QIIME2, was used for error modelling and filtering the raw FASTQ files. Post de-noising and chimera removal; a total of 2,521,892 sequences were retained for 39 samples with an average of 64,663 sequences per sample. Taxonomic classification was performed using the QIIME2 feature-classifier plugin trained on the Silva 132 database [35]. Alpha and Beta-diversity analyses were performed using the diversity plugin at a sampling depth of 28,892 sequences. Principal component analysis plots were generated using Emperor [36], and Linear Discriminant Analysis was performed using LefSe [37]. Shotgun metagenomic data was generated on the Illumina NextSeq platform. Bioinformatic analyses were performed using an in-house package in R; YAMS version 0.960T (https://github.com/johnmcculloch/JAMS_BW) [3].

### 4.4. Single Cell RNA Sequencing

BM cells from CVT and SPF mice at one month of co-housing were stained and sorted to collect KL cells (Figure A1A) using a FACSaire cell sorter (Beckton Dickson). Single cell transcriptome analysis was conducted using the Chromium Single-Cell 3′ Reagent v2 Kit (10× Genomics, Pleasanton, CA, USA) as per the manufacturer’s protocol. Single cell RNA-seq libraries were sequenced on an Illumina HiSeq 3000 System (Illumina, San Diego, CA, USA) with a customized paired end, single indexing (26/8/0/98-bp) format according to 10X Genomics recommendations. Alignment, barcode assignment and UMI counting were performed using the Cell Ranger pipeline [38]. In total, 12,392 and 17,629 KL single cell libraries were captured from SPF and CVT mice respectively, with 10 × 10^4^ and 8 × 10^4^ mean reads per cell and 2.5 × 10^3^ medium genes detected per cell. 

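The deposited table held 12331 cells of SPF mice and 17560 cells of CVT mice, between 1888 and 4845 per pool. A cell had a median of 2514 genes with a UMI in SPF mice and 2646 in CVT mice. Median UMIs per cell were 8331 in SPF mice and 9491.5 in CVT mice. Assigning the pools to the groups as the labels do leaves a total gap of 130 cells to the paper's numbers, the smallest among the 70 possible choices, and 1 other choice (pools 1, 4, 6 and 7 as SPF) ties with it.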

Genes with at least one UMI count detected in at least one cell were used (filtering data). 

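In the deposited table, 19020 genes had at least 1 UMI in at least 1 cell.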

The top 1000 most variable genes were identified based on their mean and dispersion (variance/mean). Twenty-three graph-based clusters of cells were classified by two-dimensional t-distributed Stochastic Neighbor Embedding (tSNE) using Seurat2 (resolution 2). In each cluster, the mean expression of each gene was calculated across all cells to identify genes that were enriched in a specific cluster. Each gene from the cluster was compared to the median expression of the same gene from cells in all other clusters. Genes were ranked based on their expression differences, and the top enriched genes were compared with reported gene differential analysis using Seurat 2 [39,40]. Cells were mapped and clustered using tSNE and DBSCAN on highly variant genes [39]. HSPC subtype was assigned to each cluster based on overlap significance between HSPC- and cluster-specific genes (Fisher’s exact test). 

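Here the 100 genes with the highest ratio of a cluster's mean UMIs per 10000 to that of all other cells (0.05 added to each), among genes with a UMI in at least 10% of its cells, were compared with marker lists of 10 classes by Fisher's exact test. A name was given only with at least 3 markers of the class among the 100 genes, and where the 10 leading genes did not hold more markers of another class than of its own.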

Single cell gene expression data was been submitted to National Center for Biotechnology Information Gene Expression Omnibus (GEO accession number: GSE142235).

### 4.5. Competitive Repopulation and Colony Forming Cell (CFC) Assay

BM cells from SPF donors, or from CVT donors at one or twelve months of co-housing, were mixed 1:1 with BM cells from a pool of congenic B6-CD45.1 competitors, and the cell mixtures were then injected into B6-CD45.1 recipients pre-irradiated with 11 Gy total body irradiation (TBI, from a Shepherd Mark 1^137^Cesium gamma source, J. L. Shepherd & Associates, Glendale, CA, USA) 4–6 h earlier at 10^6^ cells per recipient, half donor and half competitor. Recipients were bled at one, three and six months after transplantation, and blood samples were stained for flow cytometry analyses to measure donor contribution. Recipient mice were euthanized six months after transplantation and BM cells were extracted from tibiae and femurs, counted, and stained for flow cytometry analyses to measure donor KSL cell reconstitution.

BM cells from SPF and CVT mice at one and twelve months of co-housing were also cultured in semisolid methylcellulose media containing interleukin-3, interleukin-6, stem cell factor and erythropoietin (Stem Cell Technology Inc, Vancouver, BC, Canada) at 3 × 10^4^ cells/mL under 37 °C with 5% CO_2_. Colonies were counted at day eight.

### 4.6. Statistics

Data from blood and BM cell counts and from flow cytometry were analyzed by unpaired t test using GraphPad Prism statistical software (GraphPad Software, Inc., La Jolla, CA, USA), or by two-way ANOVA with JMP statistical discovery software (SAS Institute Inc., Cary, NC, USA), and were presented as means with standard errors. Statistically significant differences were marked as: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 and **** *p* < 0.0001.

## 5. Conclusions

Co-housing laboratory mice with conventionally-housed mice increased gut microbial biodiversity, elevated circulating myeloid cells and T cells especially activated effort memory T cells, promoted LTHSC differentiation to increase GMP, augmented expression of genes regulating cell survival, and enhanced KSL cell reconstitution. These effects did not yield a significant gain in the engraftment of recipient mature blood cells when tested by competitive repopulation.

## Figures and Tables

**Figure 1:**
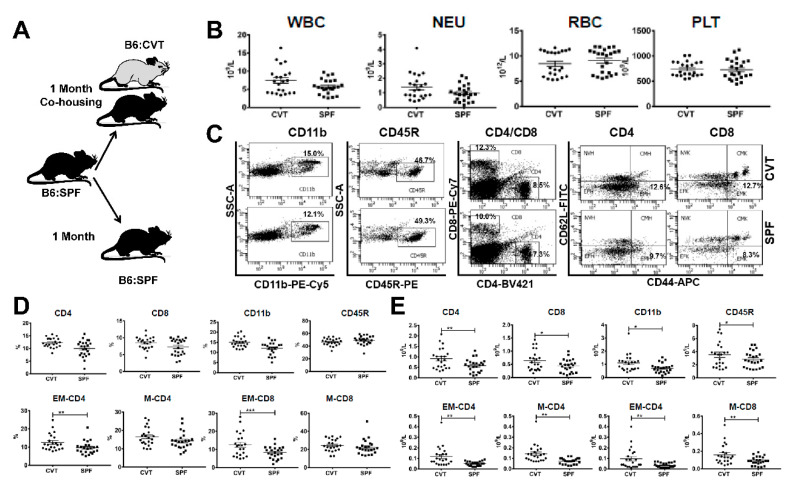
(**A**) C57BL/6J (B6) mice born and raised in specific-pathogen-free (SPF) conditions were either maintained in SPF or transferred to a conventional facility and co-housed (CVT) with mice born and raised in that facility for one month. (**B**) CVT (n = 22) and SPF (n = 23) mice were bled at one month of co-housing to analyze concentrations of white blood cells (WBC), neutrophils (NEU), red blood cells (RBC) and platelets (PLT). (**C**) Blood leukocytes were stained with specific antibodies and were analyzed by flow cytometry for the proportions of myeloid cells (CD11b), B cells (CD45R), helper T cells (CD4), and cytotoxic T cells (CD8), while CD4 and CD8 T cells were further divided, based on expression of CD62L and CD44, into naive (NV, CD44^−^CD62L^+^), central memory (CM, CD44^+^CD62L^+^), effector (EF, CD44^−^CD62L^−^) and effector memory (EM, CD44^+^CD62L^−^) subsets, all shown as representative dot plots. (**D**) Proportions of CD4, CD8, CD11b, CD45R, EM-CD4, M-CD4 (memory CD4, combined CM-CD4 and EM-CD4), EM-CD8 and M-CD8 (memory CD8, combined CM-CD8 and EM-CD8) cells in peripheral blood of CVT and SPF mice. (**E**) Calculated concentrations of CD4, CD8, CD11b, CD45R, EM-CD4, M-CD4, EM-CD8 and M-CD8 cells in peripheral blood of CVT and SPF mice. Data were combined from two experiments performed at different times. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 2:**
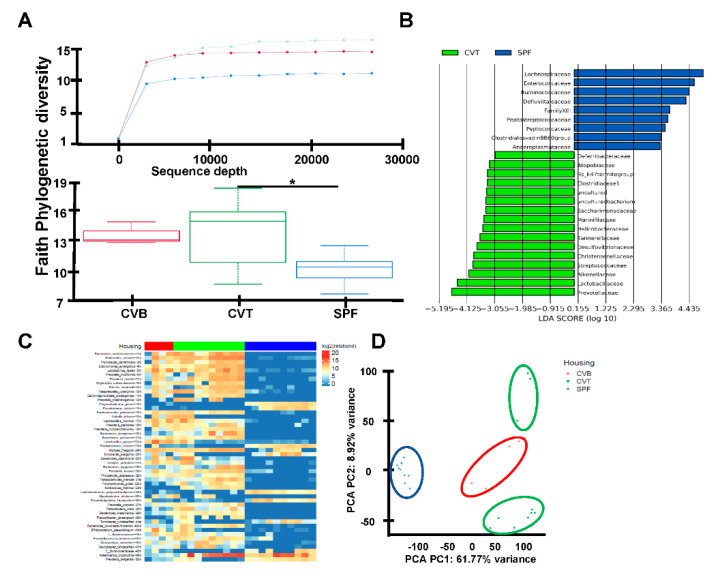
(**A**) C57BL/6J (B6) mice born and raised in specific-pathogen-free (SPF) facilities were either maintained in SPF or were transferred to a conventional facility and co-housed (CVT) with mice born in that facility (CVB) for one month. Fecal samples were collected from SPF (n = 18), CVB (n = 3), and CVT (n = 15) mice at one (n = 12) or six to twelve (n = 3) months of co-housing, and were then processed for DNA extraction and 16S rRNA gene amplicon sequencing to assess microbiota phylogenetic diversity, shown as rarefaction plot using the Faith phylogenetic diversity metric for alpha-diversity and box plots showing significant difference (*p* value = 0.01) in Faith Phylogenetic diversity between CVT and SPF mice. (**B**) Differentially abundant taxa across CVT and SPF mice are shown as LEFse plot. (**C**) Fecal DNA samples from CVT (n = 8), SPF (n = 9) and CVB (n = 4) mice were also proceeded for shotgun metagenomics analyses shown as ranked 50 most variant last known taxa differentially represented in CVT, SPF and CVB mice. (**D**) Display of taxa data based principal components 1 and 2 distribution resulted in specific clusters for CVT, SPF and CVB fecal samples.

**Figure 3:**
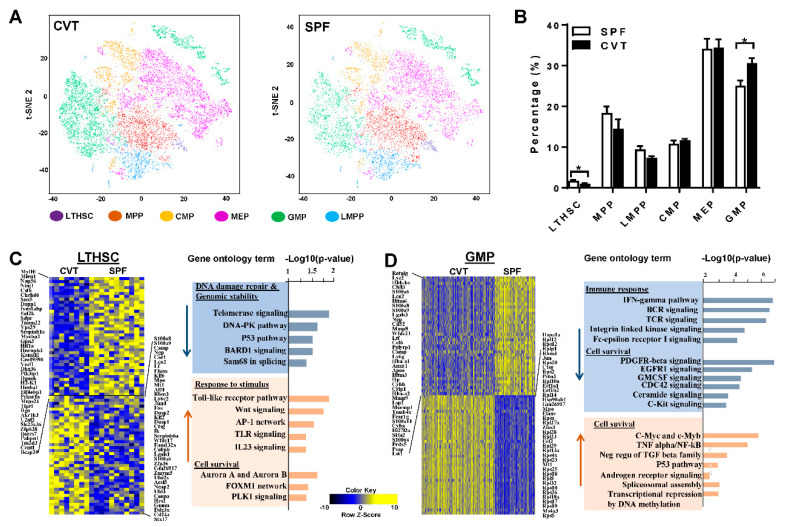
(**A**) BM cells from CVT (n = 8) and SPF (n = 8) mice at one month of co-housing were sorted to collect KL (Kit^+^Lin^−^) cells, pooled to form 4 KL cell pools for each housing condition, and then analyzed by single-cell RNA-seq. t-distributed stochastic neighbor embedding (tSNE) plot revealing KL single-cell gene expression in various hematopoietic stem and progenitor cell (HSPC) subsets in CVT and SPF mice: LTHSC, long-term hematopoietic stem cells; MPP, Multipotent progenitors; CMP, common myeloid progenitors; MEP, megakaryocytic-erythroid progenitors; GMP, granulocyte-monocyte progenitors; LMPP, lymphoid-primed multipotent progenitors. (**B**) Percentages of HSPC subsets in KL cells from CVT and SPF mice. (**C**) Gene expression heatmap and pathway analyses for LTHSCs showing up- and down-regulation of genes in CVT relative to SPF mice. (**D**) Gene expression heatmap and pathway analyses for GMPs showing up- and down-regulation of genes in CVT relative to SPF mice. * *p* < 0.05.

**Figure 4:**
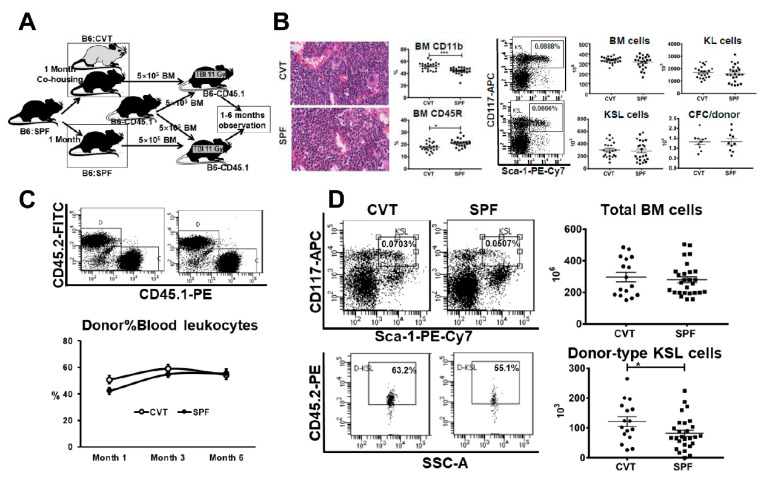
(**A**) C57BL/6J (B6) mice born and raised in specific-pathogen-free (SPF) conditions were either maintained in SPF or transferred to a conventional facility and co-housed (CVT) with mice born and raised in that facility for one month before they were euthanized and their bone marrow (BM) cells being transplanted into lethally-irradiated B6-CD45.1 recipients through competitive repopulation in vivo. (**B**) CVT (n = 22) and SPF (n = 23) mice were euthanized at one month after co-housing and representative sterna from each group were examined for BM histology, while BM cells from tibiae and femurs from all animals were stained and analyzed by flow cytometry for mature CD11b and CD45R cells and immature HSPCs carrying KL (c-Kit^+^Lin^−^) and KSL (c-Kit^+^Sca-1^+^Lin^−^) phenotypes. Recovery of total BM cells were used to calculate recovery of KL cells, KSL cells and colony forming cells (CFC) following eight days in methylcellulose culture. (**C**) BM cells from CVT (n = 10) and SPF (n = 10) donors were each mixed with BM cells from young B6-CD45.1 competitors and transplanted into lethally irradiated (11 Gys) B6-CD45.1 recipients through competitive repopulation at 2-3 recipients/donor. Recipients were bled at one, three and six months to assess donor contribution. (**D**) Competitive repopulation recipients were euthanized at six months after transplantation and recipient BM cells were stained and analyzed for the recovery of donor-type KSL cells. Data were combined from two separate competitive repopulation experiments. * *p* < 0.05.

**Figure 5:**
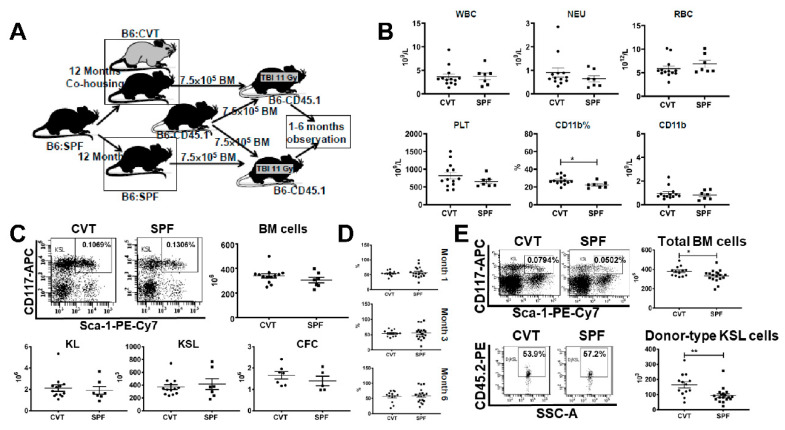
(**A**) B6 mice were maintained in SPF or were transferred to a conventional facility and co-housed (CVT) with mice from that facility for twelve months before they were euthanized and their BM cells being transplanted into lethally-irradiated (11 Gy) B6-CD45. 1 recipients in vivo through competitive repopulation. (**B**) Mice were bled at twelve months of co-housing in order to measure white blood cells (WBC), neutrophils (NEU), red blood cells (RBC) and platelets (PLT). The proportion and absolute number of blood CD11b myeloid cells were higher in CVT than in SPF mice. (**C**) BM cells from CVT and SPF donors were counted and analyzed to calculate recovery of total BM cells, KL (c-Kit^+^Lin^−^) cells, and KSL (c-Kit^+^Sca-1^+^Lin^−^) cells. BM cells from five CVT and five SPF donors were also cultured in vitro to measure colony forming cells (CFCs). No difference between CVT and SPF mice in these measurements. (**D**) Recipients of BM cells from CVT (n = 13) or SPF (n = 18) donors were bled and analyzed for donor contribution at six months following transplantation. (**E**) Recovery of total BM cells and donor-derived KSL cells in recipients of CVT and SPF donors at six months after BM transplantation. * *p* < 0.05; ** *p* < 0.01.

## Abbreviations

APC	allophycocyanin
B6	C57BL/6
BM	Bone marrow
CFC	Colony forming cells
CMP	Common myeloid progenitors
CVB	Mice born and raised in conventional facility
CVT	SPF mice transferred and co-housed in conventional facility
EM	Effector memory
GMP	Granulocyte-monocyte progenitors
HSPC	Hematopoietic stem and progenitor cells
KL	c-Kit^+^Lin^−^ cells
KSL	c-Kit^+^Sca-1^+^Lin^−^ cells
LMPP	Lymphoid multipotent progenitors
LTHSC	Long-term hematopoietic stem cells
MEP	Megakaryocyte-erythrocyte progenitors
MPP	Multipotent progenitors
OTU	operational taxonomic units
PE	phycoerythrin
SPF	Specific-pathogen-free
tSNE	t-distributed stochastic neighbor embedding

## Appendix A

**Table A1:** Differential representation of bacterial strains in fecal samples from CVT and SPF mice.

Rank	Bacterial Name	CVT	SPF	Main Characteristics
01	Bacteroides mediterraneensis	H	L	G-, anaerobic, rod-shared, isolated in 2016
02	Bacteroides stercoris	H	L	Symbiont, abundant, opportunistic pathogens
03	Prolixibacter denitrificans	H	L	G-, anaerobic, nitrate-reducing, isolated in 2015
04	Butyricimnas synergistica	H	L	G- anaerobic, rod-shaped, new genus found in 2009
05	Lactobacillus reuteri	H	L	Antimicrobial, reduce pro-inflammatory cytokines
06	Prevotella multiformis	H	L	G-, cocci and rods, anaerobic, isolated in 2005
07	Prevotella lascolaii	H	L	G-, anaerobic, rod-shaped, isolated in 2018
08	Oligotropha carboxidovorans	H	L	G-, growth on CO, CO2 and H2, reported in 2013
09	Bacillus campisalis	H	L	G+, isolated from solar saltern samples in 2015
10	Paraprevotella xylaniphila	H	L	G-. anaerobic rods, isolated in 2009
11	Sediminispirochaeta smaragdinae	H	L	Anaerobic, spiral, reduce thiosulfate, isolated in 1998
12	Prevotella melaninogenica	H/L	L	G-, anaerobic, rod, classified in 1921, 1982 and 1990
13	Chryseobacterium gleum	L	H	G-, aerobic, bacilli, yellow, respiratory infection
14	Psedomonas Stutzeri	L	H	G-, aerobic, rod-shaped, opportunistic pathogen
15	Parabacteroides goldsteinii	H	L	G-, anaerobic, pathogenic for abdominal infections

H: high level representation; L: low level representation.

**Table A2:** Genes up-regulated in KL, LTHSC, and GMP hematopoietic cells from CVT mice at one month after co-housing relative to SPF mice.

	KL			LTHSC			GMP	
Gene Name	P	LogFold	Gene Name	P	LogFold	Gene Name	P	LogFold
Elane	0.0000	0.3628	S100a8	0.0000	1.0331	Hspa1a	0.0000	0.3417
Hspa1a	0.0000	0.3340	S100a9	0.0000	0.9907	Rpl12	0.0000	0.2177
Ctsg	0.0000	0.3111	Camp	0.0000	0.9549	Rps12	0.0000	0.2167
Mpo	0.0000	0.2878	Ngp	0.0000	0.7470	Rplp1	0.0000	0.2027
Prtn3	0.0000	0.2591	Car1	0.0004	0.5737	Rbm3	0.0000	0.2012
Ms4a3	0.0000	0.2247	Lcn2	0.0000	0.5150	Jun	0.0000	0.1942
Mt1	0.0000	0.1746	Klf6	0.0001	0.3092	Ctsg	0.0000	0.1874
Fosb	0.0000	0.1696	Mpo	0.0043	0.2795	Rps2	0.0000	0.1847
Gm26917	0.0000	0.1580	Mt1	0.0253	0.2753	Prtn3	0.0000	0.1826
Ly6c2	0.0000	0.1483	Atf4	0.0002	0.2687	Rpl10a	0.0000	0.1812
Rps12	0.0000	0.1442	Rbm3	0.0001	0.2601	Eefla1	0.0000	0.1771
Ap3S1	0.0000	0.1397	Ly6c2	0.0011	0.2546	Eeflb2	0.0000	0.1746
Pf4	0.0000	0.1291	Jund	0.0155	0.2490	Rpl14	0.0000	0.1736
Clec12a	0.0000	0.1290	Fos	0.0059	0.2440	Hsp90ab1	0.0000	0.1697
Jund	0.0000	0.1277	Dusp1	0.0000	0.2374	Gm26917	0.0000	0.1674
Car1	0.0000	0.1255	Klf2	0.0118	0.2335	Mpo	0.0000	0.1657
Fam132a	0.0000	0.1244	Dusp1	0.0065	0.2147	Elane	0.0000	0.1651
Plac8	0.0000	0.1240	Ik	0.0126	0.2101	Rpsa	0.0000	0.1641
Ssr4	0.0000	0.1191	Serpinb6a	0.0017	0.2096	Rpl27a	0.0000	0.1640
Mt2	0.0000	0.1170	Fam132a	0.0448	0.1978	Zfos1	0.0000	0.1635

Data shown as top 20 genes up-regulated in CVT mice.

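Average log fold changes were computed on the scale of the table for all of its genes, over the cells of the groups. The table's sign was found for each of its 60 entries, among which Dusp1 is printed 2 times for LTHSC. Over the 20 genes for KL cells the median was 0.146 (paper's median 0.146), over those for GMP-like cells 0.155 (paper's median 0.179) and over the 20 entries for LTHSC-like cells 0.133 (paper's median 0.264), or 0.135 over the 19 genes. The pools of the groups did not overlap for 2 of 20 genes in KL cells, 1 of 19 in LTHSC-like cells and 1 of 20 in GMP-like cells. Chance gives 2.86% for genes that were not chosen on the same samples. Adjusted over the list alone, edgeR called 10 of 20 genes higher in KL cells, 16 of 19 tested in LTHSC-like cells and 7 of 20 in GMP-like cells, which is not independent evidence because the study chose these genes on the same samples. None was called over all genes. The spellings Eefla1, Ap3S1 and Eeflb2 were read as Eef1a1, Ap3s1 and Eef1b2.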

**Table A3:** Genes down-regulated in KL, LTHSC, and GMP hematopoietic cells from CVT mice at one month after co-housing relative to SPF mice.

	KL			LTHSC			GMP	
Gene Name	P	LogFold	Gene Name	P	LogFold	Gene Name	P	LogFold
Retnlg	0.0000	−0.5532	Mien	0.0001	−0.2787	Retnlg	0.0000	−0.9036
Lyz2	0.0000	−0.3917	Nop56	0.0030	−0.2564	Lyz2	0.0000	−0.6427
Chil3	0.0000	−0.2833	Ninj1	0.0247	−0.2253	Hbb−bs	0.0000	−0.5974
Ifitm1	0.0000	−0.2744	Cstb	0.0045	−0.2203	Chil3	0.0000	−0.5521
Hba-a2	0.0000	−0.2507	Chchd6	0.0014	−0.2194	S100a6	0.0000	−0.4957
Ctla2a	0.0000	−0.2449	Snx5	0.0056	−0.2192	Lcn2	0.0000	−0.4640
Hbb-bs	0.0000	−0.2332	Dapp1	0.0174	−0.2173	Ifitm6	0.0000	−0.4616
Cd52	0.0000	−0.2050	Ivnslabp	0.0033	−0.2168	S100a8	0.0000	−0.4468
S100a9	0.0061	−0.2012	Eef2k	0.0024	−0.2165	S100a9	0.0000	−0.4446
Hba-a1	0.0018	−0.1960	Sdpr	0.0012	−0.2144	Lgals3	0.0000	−0.4394
Apoe	0.0000	−0.1891	Timm22	0.0032	−0.2109	Ngp	0.0000	−0.4284
Ngp	0.0080	−0.1880	Vps29	0.0029	−0.2088	Cd52	0.0000	−0.4141
Ifitm6	0.0487	−0.1850	Serpinb1a	0.0411	−0.2061	Mmp8	0.0000	−0.4118
Myl10	0.0000	−0.1793	Mycbp2	0.0154	−0.2050	Wfdc21	0.0000	−0.4080
Lgals3	0.0000	−0.1728	Gpn3	0.0020	−0.2021	Ltf	0.0000	−0.4076
Ifitm3	0.0000	−0.1706	Hif1a	0.0013	−0.1985	Ccl6	0.0000	−0.3996
Hbb-bt	0.0000	−0.1638	Hnrnph3	0.0157	−0.1984	Pgiyrp1	0.0000	−0.3930
Malat1	0.0000	−0.1565	Kansl11	0.0001	−0.1969	Camp	0.0000	−0.3696
Wfdc17	0.0000	−0.1487	Vezf1	0.0064	−0.1948	Ly6g	0.0000	−0.3681
Lsp1	0.0000	−0.1434	Dhx36	0.0255	−0.1936	Hba−a1	0.0000	−0.3539

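Of the 60 entries, 59 could be matched to a gene in the files, all with the table's sign, while Mien was not matched. The median average log fold change was -0.190 over the genes for KL cells (paper's median -0.193), -0.427 over those for GMP-like cells (paper's median -0.434) and -0.0863 over those for LTHSC-like cells (paper's median -0.211). The pools of the groups did not overlap for 1 of 20 genes in KL cells, 7 of 19 in LTHSC-like cells and 0 of 20 in GMP-like cells. Adjusted over the list alone, edgeR called Nop56 lower among 18 genes tested in LTHSC-like cells and 0 genes in KL cells and GMP-like cells, where 3 and 0 had an unadjusted p under 0.05, and over all genes none. The study chose these genes on the same samples, so neither the pools apart nor the call of Nop56 is independent evidence. The spellings Ivnslabp, Pgiyrp1 and Kansl11 were read as Ivns1abp, Pglyrp1 and Kansl1l.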

Data shown as top 20 genes down-regulated in CVT mice.

How the deposited data were processed for this re-analysis (not part of the article)

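Single-cell RNA-seq of sorted KL cells at 1 month of co-housing was used, with 4 pools of CVT mice and 4 pools of SPF mice. The other experiments of the paper (gut microbiota, blood and bone marrow counts, transplantation) were not analysed here. The file holds the authors' UMI counts from Cell Ranger for 29891 cells, whole numbers without normalization, and all 29891 columns were used. Every cell has between 502 and 5497 genes with a UMI. Pools were mapped by the number at the end of each cell's name, taken in the order of the sample labels. The cells per group that the paper states differ from this mapping by 130 in total, as they do when pools 1, 4, 6 and 7 are taken as SPF, so cell counts alone do not fix it. The total of UMIs per pool was 19041749, 43194400, 57567699, 59812346, 41901551, 44600182, 19814800 and 49911524 for pools 1 to 8. The precision of a share is given by its SD over 4 pools, and that of a fold change by edgeR's standard error.

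Counts were scaled to 10000 UMIs per cell and log-transformed. The 1000 most variable genes among those with a UMI in at least 10 cells were chosen in 20 bins of mean expression, scaled with a limit of 10, and reduced to 30 principal components (scikit-learn 1.9.0), and a shared-neighbour graph of 30 neighbours was clustered by the Leiden method (leidenalg 0.10.2, igraph 0.11.9, resolution 2, seed 1). The paper states Seurat's graph clusters at resolution 2 and 1000 variable genes, and the other parameters were chosen here. Clusters were named by Fisher's exact test of their 100 most specific genes against marker lists of 10 classes written from general knowledge, since the signature lists that the paper cites were not used here. A cluster stayed without a name when fewer than 3 markers were found, when its 10 leading genes held more markers of another class, or when its cells held few UMIs for their pool and no leading marker. Diffusion pseudotime was computed with scanpy 1.11.5 (10 components), and doublets were called with Scrublet in scanpy. Thinning drew 2759 UMIs, the smallest total of a cell, from each cell. The other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3.

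Shares, median pseudotime and scores per pool were compared by exact permutation tests (two-sided) over the 70 regroupings of 8 pools, with Benjamini-Hochberg adjustment over the 6 classes for the shares. UMI counts summed per pool were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) and, as an alternative, DESeq2 1.42.0 (Wald test), at an adjusted p of 0.05. Gene lists were tested with camera in limma 3.58.1 on the edgeR fit (preset correlation 0.01), with fry and an estimated correlation as alternatives. The lists for ribosomal protein, oxidative phosphorylation, AP-1, Toll-like receptor, Wnt, mitosis, DNA damage repair, interferon gamma, Myc and Myb target and cell survival genes, and those for handling stress, mature granulocytes, haemoglobin and azurophil granules, were written from the paper's pathway names and general knowledge, with 14 tests of list and population fixed as comparisons. The average log fold change of Tables A2 and A3 was computed as the natural log of the mean of UMIs per 10000 plus 1 over the cells of a group, CVT minus SPF. Names in Tables A2 and A3 that match no gene were read with 6 corrected spellings, and 1 (Mien) stayed unmatched.

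The genes named are the first 3 of each column of Tables A2 and A3 and, for each population, the 3 genes with the largest change in each direction among those past the threshold whose pools do not overlap. Alternatives were resolution 1, 50 principal components, 2000 variable genes, a filter on cells (at least 1000 genes and at most 10% mitochondrial UMIs, which leaves 29300 cells), doublets removed (both with a new clustering), thinning, the 6 classes as denominator, RLE size factors, no filter on low counts, DESeq2, a block for pools 1 to 4 against pools 5 to 8, fry and an estimated correlation, a pseudocount of 0.1, means of values per pool, 20 diffusion components, and each pool left out in turn, and for the shares regroupings within each pool set and a linear fit (limma, ordinary t) without and with that block. Results were singled out when a pool passed Dixon's critical value or an interaction with the pool sets passed an adjusted p of 0.05 in KL, LTHSC-like or GMP-like cells. Values were set beside the paper's when counts differed by a factor of more than 1.5, when shares did so (and, except for LTHSC and GMP, by more than the SD over pools), and when fold changes had another sign or differed by more than the SD. edgeR and camera were tried on simulated data with 200 changed genes. Gene coordinates are from GENCODE M21 (GRCm38), matched by symbol, as the paper's text does not name the build it used. Mean reads per cell were not analysed here, because the file holds UMIs.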

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

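Single pools that lay far from the other pools of their group, and genes whose difference between CVT mice and SPF mice changed between the pool sets, are given here. Of the tests cited here, none was chosen after the result was seen except the comparison with total UMIs, but contrasts between the pool sets had been viewed by then. In 76 groups of 4 pools, the gap between the extreme pool and its nearest neighbour, divided by the range of the group, passed Dixon's critical value at 0.05 in 7, where chance gives about 1 in 20.

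SPF pool 1 was singled out for 3 gene lists. Its ribosomal protein score in KL cells was -0.130, against -0.0433 to -0.0326 in the other SPF pools (gap over range 0.891). In LTHSC-like cells its cell survival score was -0.155, against -0.0150 to 0.00615 (gap over range 0.869), and its AP-1 score was -1.02, against -0.0543 to 0.106 (gap over range 0.858). SPF pool 1 held the fewest UMIs (19041749), but SPF pool 7 held nearly as few (19814800) and was not apart, which argues against a low total alone. For the AP-1 genes, stress while the cells were handled and a difference between the mice cannot be told apart. A list of genes that respond to handling contains most genes of the AP-1 list, so its score in LTHSC-like cells is no separate test, and in MEP-like cells its median log2 fold change of 0.14 lay within the spread between pools, which overlapped. Without SPF pool 1 the survival median in LTHSC-like cells was -0.017 and the AP-1 median 0.20.

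CVT pool 5 had a mitosis score of -0.114 in KL cells, against 0.169 to 0.173 in the other CVT pools (gap over range 0.986). Without this pool the median log2 fold change of the list was 0.25. In the same pool Nop56 had an average of 0.771 in LTHSC-like cells (natural log of UMIs per 10000 plus 1), against 0.892 to 0.913 in the other CVT pools (gap over range 0.855), on the side away from the SPF pools. CVT pool 3 had an interferon gamma score of -0.161 in KL cells, against -0.0344 to -0.00944 (gap over range 0.835), and SPF pool 8 one of -0.0624 in GMP-like cells, against 0.0298 to 0.0399 (gap over range 0.902). CVT pool 5 held the fewest UMIs of the CVT pools (41901551) and SPF pool 8 the most of the SPF pools (49911524), while CVT pool 3 lay within its group (57567699). Whether the number of UMIs bears on these values was not tested, nor was any other explanation, technical or biological.

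In LTHSC-like cells, 7 genes differed between CVT mice and SPF mice by another amount in pools 5 to 8 than in pools 1 to 4 (interaction term of edgeR, adjusted over all genes). The effect in pools 5 to 8 minus that in pools 1 to 4 was -2.85 (log2) for Cpa3 (adjusted p = 0.0369), -1.72 for Fosb (0.0369), -1.41 for Jund (0.00195), -1.61 for Klf6 (0.0369), -1.60 for Fos (0.00747), -1.72 for Dusp1 (0.0297) and -1.46 for Ier3 (0.0369). Fos, for example, had 487 and 705 CPM in CVT pools 3 and 4, 132 and 308 in SPF pools 1 and 2, 300 and 201 in CVT pools 5 and 6, and 257 and 333 in SPF pools 7 and 8. edgeR called no such gene in KL, GMP-like or MEP-like cells, 5 in CMP-like, 4 in MPP-like and 2 in LMPP-like cells. Apart from Cpa3, a gene of progenitors and mast cells, these genes are on the list that responds to handling. The score of that list in LTHSC-like cells therefore restates the pattern, and its median in MEP-like cells (0.14) lay within the spread between pools. The same genes also respond to signals in the living mouse, so the handling of a pool and a difference between the mice in it cannot be told apart.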

How the results depend on the processing

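The alternatives were set before the data were examined, except naming by overlap alone, leaving out the late granulocyte clusters, the block for gene lists, and the regroupings within pool sets and both linear fits for the shares, which were added after the data were seen. All of them were run. No paired analysis was possible because each pool holds different mice and no label links a CVT pool to an SPF pool. Leaving out each pool in turn gave 224 values, of which 206 stayed on their side of the threshold with the same direction or within the spread between pools, 11 reversed, 5 passed the threshold only then, 1 no longer did and 1 moved. The other alternatives gave 193 values, of which 160 stayed, 6 reversed, 6 passed the threshold only then, 13 no longer did and 8 moved. The filter on cells, the removal of doublets and, for shares and pseudotime, thinning were each followed by a new clustering, so they also change the members of a class. Where an alternative changed a result, the cause was not tested unless stated.

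LTHSC-like cells took a lower share in CVT mice and GMP-like cells a higher one in all 9 settings, and without any single pool. The settings vary the clustering, its naming and its denominator. The share of the 6 classes and naming by overlap alone reuse the main clustering. The difference for LTHSC-like cells lay between -3.41 and -2.14 percentage points across settings (adjusted p 0.0857 to 0.343) and between -2.73 and -1.84 with a pool left out (adjusted p 0.0857 to 0.257). Each CVT pool lay below each SPF pool in 3 of the 9 settings, and within both pool sets in 9 of 9. The 3 include naming by overlap alone, which has the same LTHSC-like cells as the main setting. The difference for GMP-like cells lay between 6.02 and 6.98 points across settings (adjusted p 0.0857 to 0.171) and between 5.21 and 7.59 with a pool left out (adjusted p 0.0857 to 0.257), with the pools apart in 5 of the 9. MPP-, LMPP- and CMP-like cells were lower and MEP-like cells higher in CVT mice in all 9 settings. Within both pool sets, the CVT pools lay below the SPF pools for MPP-like cells in only 2 of the 9, both on the main clustering. They lay above them for MEP-like cells in 4, among which naming by overlap alone repeats the main values. As a share of the 6 classes only, LTHSC-like cells made up 3.44% in CVT mice and 6.56% in SPF mice, and GMP-like cells 36.1% and 29.3%. With 50 principal components the LTHSC-like class was larger, 7.95% in CVT mice and 11.2% in SPF mice. No class passed an adjusted p of 0.05 in the exact permutation test in any of these, which says little, because with 6 classes that takes at least 4 whose pools lie apart, and with 2 the adjusted p is at least 0.0857. Regroupings within each pool set give no exact p below 0.0556. With limma's linear fit and the pool sets as a block, the differences of -2.32 points for LTHSC-like cells (adjusted p 0.0289, with 0.0289 to 0.343 over the alternatives with all pools), -0.918 for MPP-like cells (0.0334, with 0.0334 to 0.571), 2.95 for MEP-like cells (0.0334, with 0.0334 to 0.514) and 6.30 for GMP-like cells (0.0334, with 0.0334 to 0.171) passed the threshold. Without the block no class did (adjusted p of at least 0.0693), so the call depends on the block and on an assumption of normal errors with 5 degrees of freedom. Both fits were run on the main clustering only. Scrublet called only between 0.154% and 1.44% of a pool's cells doublets, so removing them tests little.

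edgeR called 0 genes in KL cells under every alternative run for them but the block for pool sets, with 1 higher (Hist1h1c) and 3 lower (Gimap5, H2-Ob, Shisa5), and DESeq2 called 5 higher (Hist1h1c, Hist1h4i, Snhg9, Gm26917, Dmkn) and 10 lower; these genes were named after their values were seen. In LTHSC-like cells 14825 genes were tested without a filter on low counts. The count of genes lower was then 2 (Nop56, G3bp1) and that of genes higher 30. It was 0 with the filter on cells, where Ccl5 was not tested, and 0 at resolution 1, where the class is larger and Ccl5 had an adjusted p of 0.962 (9.84e-26 to 0.962 over the alternatives that tested it). With a pool left out it was 1 to 7, the 7 without CVT pool 6 (Ccl5, Dusp2, Hes1, Jund, Klf6, Rgs1, Rgs2). GMP-like cells had 0 genes by DESeq2 (228 higher and 140 lower at an unadjusted p under 0.05) and by edgeR under each alternative taken singly, where 50 principal components and 2000 variable genes were not tested for genes, but 7 higher and 3 lower with the block and without the late granulocyte clusters. The median log2 fold change of all genes stayed within 0.1 of 0 under each alternative.

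Camera with a preset correlation called 7 of the 14 lists, and with the correlation estimated from the data none (adjusted p of at least 0.231). Of the called lists, only the ribosomal protein genes in KL and in GMP-like cells kept an adjusted p under 0.05 with fry (0.0396 each). The medians, which these tests leave as they are, were 0.121 for ribosomal protein genes in KL cells (adjusted p 4.00e-18 to 0.231 over the alternatives with all pools) and 0.139 in GMP-like cells (3.82e-24 to 0.231), 0.0997 for oxidative phosphorylation in KL cells (3.35e-16 to 0.231), 0.180 for mitosis in KL cells (2.74e-15 to 0.278), -0.173 for interferon gamma in KL cells (1.92e-06 to 0.231), 0.358 for AP-1 genes in LTHSC-like cells (1.25e-05 to 0.501) and 0.209 for mitosis in LTHSC-like cells (0.00700 to 0.278). With a pool left out the AP-1 median ranged from 0.162 (without CVT pool 4, 5 of 7 higher) to 0.585 (without CVT pool 6), mitosis in KL cells from 0.119 (without SPF pool 7) to 0.254 (without CVT pool 5) and interferon gamma in KL cells from -0.180 to -0.107 (without CVT pool 3). Leaving out a pool kept all of these calls but 1, mitosis in LTHSC-like cells, whose median ranged from 0.166 without CVT pool 6 (adjusted p 0.0536) to 0.500 without CVT pool 5 and was 0.113 with the filter on cells (adjusted p 0.0520).

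With the filter on cells, the median fell to -0.0599 for survival genes in LTHSC-like cells (adjusted p 0.240 to 0.996 over the alternatives) although the mean stayed positive, to -0.0302 for survival genes in GMP-like cells (0.407 to 0.894) with a positive mean and a test that pointed down, and to -0.0553 for interferon gamma in GMP-like cells (0.00948 to 0.953), where the test then passed the threshold. It was 1.03e-04 for DNA damage repair in LTHSC-like cells (0.244 to 0.874), where mean and test still pointed down, and for Toll-like receptor genes the test pointed down while the median was positive. With the pool sets as a block, survival in LTHSC-like cells had a median of -0.00537 with a positive mean, Toll-like receptor genes -0.0139 with a test that pointed up (0.585 to 0.996), and Myc and Myb targets in GMP-like cells -0.0547 with an adjusted p of 0.0443 (4.67e-08 to 0.727). Without the late granulocyte clusters Myc and Myb targets had -0.0984 with an adjusted p of 4.67e-08, and Hbb-bs in GMP-like cells a log2 fold change of 0.101. Fry, and camera without the late granulocyte clusters, gave interferon gamma in GMP-like cells a downward test with a positive median.

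With a pool left out, the median ranged from -0.0571 (without CVT pool 4) to 0.0777 for survival in LTHSC-like cells (below 0 also without SPF pool 1), from -0.108 to -0.0119 for DNA damage repair (past the threshold only without SPF pool 7, adjusted p 0.0306, with 0.0306 to 0.762 over the pools), from -0.0147 (without SPF pool 1) to 0.0424 for Toll-like receptor genes (below 0 also without CVT pool 3), from -0.0196 (without CVT pool 5) to 0.0335 for interferon gamma in GMP-like cells (below 0 also without CVT pools 4 and 6 and SPF pool 8), from -0.0759 to -0.00414 for Myc and Myb targets (past the threshold without SPF pools 1 and 7 and CVT pools 3 and 4, with an adjusted p of 2.81e-04 to 0.997 over the pools) and from -0.00501 (without SPF pool 1) to 0.0195 for survival in GMP-like cells (below 0 also without CVT pool 5). Wnt genes in LTHSC-like cells stayed between 0.0567 and 0.110 with a pool left out (adjusted p 0.160 to 0.997).

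Of the average log fold changes, 118 to 119 of 119 had the tables' sign under the other settings and 108 to 119 with a pool left out. Camp in LTHSC-like cells was -0.0548 as the mean of values per pool and between -0.0322 and 0.0808 with a pool left out. On the log2 scale Camp was -0.00616 with the block, -0.0540 with DESeq2 and between -0.136 and 0.212 with a pool left out. Retnlg in KL cells ranged from -0.864 to 0.0537 on the natural log scale and from -1.68 to 0.0135 on the log2 scale, both highest without SPF pool 7, and Hbb-bs in GMP-like cells from -0.497 to 0.135 and from -1.42 to 0.558, again highest without SPF pool 7. Without CVT pool 4, Hspa1a had 0.162 in KL cells and 0.143 in GMP-like cells. The difference in median pseudotime was 0.00344 with 20 diffusion components and 0.00261 after thinning, and between -0.00145 (without SPF pool 8) and 0.0103 with a pool left out.

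LTHSC-like cells set the limit of depth, with 67 cells and 419567 UMIs in CVT pool 4 and 73 cells and 410418 UMIs in CVT pool 3. In simulated data with 200 genes changed by a factor of 1.5, edgeR recovered 51.0% in KL cells, 37.5% in LTHSC-like cells and 44.0% in GMP-like cells, with 5, 4 and 6 false calls, so smaller changes were detectable in part only. Camera gave lists without a simulated change p-values of 0.011 to 0.894.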

Differences from the paper's values

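The paper's counts of up-regulated genes were 161 in KL cells, 240 in LTHSC and 2152 in GMP, from an analysis with Seurat whose test and replicates the methods do not state. With pools as replicates edgeR called 0, 1 and 0 genes higher in CVT mice (392, 222 and 327 at an unadjusted p under 0.05), and DESeq2 5, 1 and 0. The paper's counts of down-regulated genes were 288, 275 and 1640, and edgeR called 0, 0 and 0 genes lower (529, 168 and 184 at an unadjusted p under 0.05), and DESeq2 10, 0 and 0. The counts differed from the paper's under every alternative set before the data were examined.

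The paper shows LTHSC at about 1.5% of KL cells of SPF mice and about 0.8% of those of CVT mice (Fig. 3B, read by eye), where LTHSC-like cells made up 5.01% and 2.69% here. These differ under every alternative set before the data were examined. It shows MPP at about 18% in SPF mice and about 14% in CVT mice (Fig. 3B, read by eye), where MPP-like cells made up 5.02% and 4.10%. These also differ under every alternative set before the data were examined, while naming clusters by overlap alone, chosen after seeing the values, gives 14.4% and 12.3%, which no longer differ. As a share of the 6 named classes, MPP-like cells made up 6.58% in SPF mice and 5.23% in CVT mice and LTHSC-like cells 6.56% and 3.44%.

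On the scale of Table A2, the natural log, the values for LTHSC-like cells were 0.299 for S100a8 (paper's 1.0331), 0.282 for S100a9 (paper's 0.9907), 0.0295 for Camp (paper's 0.9549), 0.154 for Ngp (paper's 0.7470), 0.112 for Car1 (paper's 0.5737), 0.125 for Lcn2 (paper's 0.5150), 0.0672 for Mt1 (paper's 0.2753), 0.0787 for Ly6c2 (paper's 0.2546), 0.0712 for Ik (paper's 0.2101), 0.0477 for Serpinb6a (paper's 0.2096) and 0.0482 for Fam132a (paper's 0.1978). With a pseudocount of 0.1, set before the data were examined, Lcn2, Mt1, Ly6c2 and Ik no longer differed from the paper's values, and without CVT pool 5 Ik did not. The others differed under all alternatives set before the data were examined.

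For Table A3 the values for LTHSC-like cells were -0.141 for Ninj1 (paper's -0.2253), -0.0669 for Cstb (paper's -0.2203), -0.117 for Chchd6 (paper's -0.2194), -0.0743 for Snx5 (paper's -0.2192), -0.137 for Ivns1abp (paper's -0.2168), -0.0539 for Eef2k (paper's -0.2165), -0.0517 for Sdpr (paper's -0.2144), -0.0863 for Timm22 (paper's -0.2109), -0.119 for Vps29 (paper's -0.2088), -0.0593 for Mycbp2 (paper's -0.2050), -0.0761 for Gpn3 (paper's -0.2021), -0.0717 for Hif1a (paper's -0.1985), -0.0948 for Hnrnph3 (paper's -0.1984), -0.0764 for Kansl1l (paper's -0.1969), -0.0564 for Vezf1 (paper's -0.1948) and -0.0871 for Dhx36 (paper's -0.1936). Of the alternatives set before the data were examined, a pseudocount of 0.1 gave values that no longer differ for Ninj1, Snx5, Ivns1abp, Sdpr, Timm22, Vps29, Hnrnph3, Kansl1l and Dhx36. So did the filter on cells for Vps29, the mean of values per pool for Kansl1l, leaving out SPF pool 1 or 7 for Ivns1abp, and leaving out CVT pool 5 or SPF pool 8 for Kansl1l. Cstb, Chchd6, Eef2k, Mycbp2, Gpn3, Hif1a and Vezf1 differed under all of them. For KL cells and GMP, no gene of Table A2 or A3 differed by more than the SD over pools, which is large for some, such as Hbb-bs in GMP (-0.147, paper's -0.5974). Under alternatives set before the data were examined, 3 genes of Table A2 for KL cells and 1 for GMP differed with a pseudocount of 0.1, and with a pool left out up to 8 of Table A3 for KL cells and 3 for GMP (both without SPF pool 7).

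All 119 matched entries of Tables A2 and A3, which print Dusp1 2 times for LTHSC, had the table's direction here, but with pools as replicates none was called over all genes. Settings that called genes of these tables were edgeR without a filter on low counts (S100a8, S100a9, Fos, Jund, Dusp1, Klf2, Klf6, Mpo and Rbm3 higher and Nop56 lower in LTHSC-like cells), edgeR without CVT pool 6 (Jund and Klf6 in LTHSC-like cells) and DESeq2 (Gm26917 in KL cells). The fit without a filter also called haemoglobin genes, which differ between the pool sets, so its calls are weak evidence.

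The paper reports lower expression of proliferation genes in KL cells of CVT mice, where the mitosis list had a median log2 fold change of 0.18 (higher for 38 of 40 genes, adjusted p = 3.04e-15 with camera and 0.278 with fry). The mitosis list was written here and is not the paper's gene set, so the results do not contradict each other directly. The paper reports higher expression of the Myc and Myb pathway in GMP of CVT mice (Fig. 3D), where the targets had a median of -0.048 (24 of 36 lower, adjusted p = 0.0843 with camera). It reports lower expression of the interferon gamma pathway in GMP (Fig. 3D), where the median was 0.015 (25 of 45 higher, adjusted p = 0.914), while the filter on cells with a new clustering, set before the data were examined, called the list lower (median -0.055, adjusted p = 0.00948).

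It reports lower expression of DNA damage repair genes and higher expression of survival, Toll-like receptor and Wnt genes in LTHSC of CVT mice. The medians here had these directions (-0.072, 0.023, 0.024 and 0.076), and camera called none (adjusted p 0.249, 0.249, 0.581 and 0.331). Without SPF pool 7 camera called DNA damage repair lower (adjusted p = 0.0306), and a score per pool of the survival list, whose form was chosen after seeing the values, was higher in each CVT pool than in each SPF pool (exact permutation test, two-sided p = 0.0286, unadjusted). For survival genes in GMP, which the paper reports as higher, the median was 0.016 (adjusted p = 0.601).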

Other observations

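Tests chosen after the result was seen are those for the class shares of the pool sets, the thinning test in GMP-like cells, both tests of the share of LTHSC-like cells, the splits of genes in KL and GMP-like cells, the divisions even over the pool sets, the few cells with Ccl5, the 3 tests of the ribosomal list and haemoglobin. The contrasts between pool sets had been viewed before the other tests were written, the numeric limits behind the readings of the tests were set after most values had been seen, and the score per pool was changed once from the median level of a list to the median deviation of its genes.

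The 8 pools can be divided into 4 and 4 in 35 ways, counting a division and its mirror as 1. As many genes as between CVT mice and SPF mice were called in 14 of 35 divisions in LTHSC-like cells, which does not exclude chance. In KL and GMP-like cells the number was 35 of 35, which says nothing, because edgeR called 0 genes there (921 and 511 at an unadjusted p under 0.05, while DESeq2 called 5 genes higher and 10 lower in KL cells and 0 in GMP-like cells). As many genes at an unadjusted p under 0.05 were found in 7 divisions in KL cells, 6 in LTHSC-like cells and 11 in GMP-like cells, but 6, 5 and 9 of these divide the pool sets unevenly and so carry the difference between the sets. In 18 divisions, 2 pools of each set lie on either side. Among these the real one had the most such genes in KL cells (921, the next 894) and LTHSC-like cells (390, the next 306). It was second in GMP-like cells (511, the first 646). As many genes were called in LTHSC-like cells in 6 of these 18, the real one included. With 18 divisions no share can lie below 0.0556, so they cannot exclude chance whatever the result. Pools 1 to 4 against pools 5 to 8 gave 2031, 11 and 483 genes, and the median division gave 0 in each population. A median as large as that of the list was found in 1 division, the real one, for ribosomal protein genes in GMP-like cells and in KL cells and for interferon gamma genes in KL cells. For each of these lists alone that is a share of 0.0286, the smallest that 35 divisions can give, and adjusted over the 14 lists it is 0.133. This cannot decide for the lists together, because an adjusted share under 0.05 would take more lists at that smallest share. It was found in 2 divisions for oxidative phosphorylation and 5 for mitosis in KL cells, in 12 for AP-1 and 9 for mitosis in LTHSC-like cells, in 22 for survival, 10 for DNA damage repair, 25 for Toll-like receptor and 18 for Wnt genes in LTHSC-like cells, and in 20 for interferon gamma, 16 for Myc and Myb targets and 22 for survival in GMP-like cells, where chance is not excluded for the list alone. Among the 18 even divisions the real one alone was as large for these ribosomal and interferon gamma lists and for oxidative phosphorylation in KL cells, against 3 for mitosis there. Pools 1 to 4 against pools 5 to 8 gave a larger median than housing for survival (0.0316), DNA damage repair (0.0874), Toll-like receptor (0.176) and Wnt genes (0.112) in LTHSC-like cells and for Myc and Myb targets (0.121) and survival (0.105) in GMP-like cells, where housing with the pool sets as a block gave -0.0054, -0.060, -0.014, 0.069, -0.055 and 0.023.

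Pools 1 to 4 and pools 5 to 8 differed more than the housing groups did, with 2642 genes in KL cells, 660 in GMP-like cells, 106 in MEP-like cells and 12 in LTHSC-like cells called by edgeR with housing in the model. Among them in KL cells, Hba-a2 was higher in pools 5 to 8 by 5.00 (log2), Hbb-bs by 4.75, Alas2 by 4.11, Slc4a1 by 3.44 and Cd74 by 1.27. The labels give no date or batch beyond the mouse numbers. Mice of different sex do not account for it, since every pool had at least 1402 CPM of Xist and no UMI of Ddx3y, Eif2s3y, Uty or Kdm5d. UMIs per cell are not the whole cause, because 880 genes were called in KL cells after each cell was thinned to 2759 UMIs, and in GMP-like cells a median of 113% of the fold change stayed over 617 of the 660 genes, although only 4 were called there after thinning. Other shares of the cell classes are not the whole cause either, with the 660 genes called within GMP-like cells. A difference between 2 rounds of cell preparation, or between the mice, stays open.

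Haemoglobin UMIs were found in 47.9 to 65.5% of the cells of each of the 6 classes in pools 5 to 8 and in 3.48 to 12.8% in pools 1 to 4, at 2759 UMIs per cell. Such a share in classes that should lack haemoglobin is consistent with free RNA from red cells in the suspension of pools 5 to 8, both CVT and SPF.

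The lower share of LTHSC-like cells in CVT mice is not explained by the pool sets, since the smallest gap between a CVT pool and an SPF pool of 1 set was 0.818 percentage points. Whether the larger number of UMIs per cell in CVT mice plays a part cannot be told apart, because the exact p after thinning and a new clustering was 0.0571 and the share was still lower (3.49% against 6.21%). A response of LTHSC to co-housing stays open.

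Azurophil granule genes (Elane, Mpo, Ctsg and 7 others) had a median log2 fold change of 0.39 in KL cells, 0.26 in LTHSC-like cells, 0.18 in MPP-like, 0.27 in LMPP-like, 0.30 in CMP-like and 0.15 in GMP-like cells. In MEP-like cells, which should lack them, it was 0.294, with 7 higher and 3 lower and pools that overlapped (exact p = 0.171). Free RNA from granulocytes and their progenitors and a change within the cells cannot be told apart, because neither difference passes the spread between pools. The exact p over pools was 0.0571 in KL cells, 0.0857 or more in the classes and 0.0286 in GMP-like cells without the late granulocyte clusters, and some of these genes also define the GMP-like clusters.

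Ccl5 in LTHSC-like cells does not stem from T or NK cells, since 0% of the 30 LTHSC-like cells with a Ccl5 UMI held a UMI of a T or NK marker, against 98.0% of the 49 T- and NK-like cells. A count of 0 in 30 cells has a wide error, so a mixture below that level is not excluded. A few cells with many UMIs are a candidate explanation, since without the cell with the most Ccl5 UMIs in each pool the adjusted p was 0.854. The log2 fold change was still 1.16 then, and the cells left out were chosen by the value under test. Of the CVT pools, pool 6 held most of the UMIs left, with 15. CVT pools 3, 4 and 5 had 1, 0 and 4 left, and SPF pools 1, 2, 7 and 8 had 2, 4, 1 and 6. At 2759 UMIs per cell, 0.617 to 3.64% of the LTHSC-like cells of a pool had a Ccl5 UMI, a range that the other classes overlapped.

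The 20 genes of mature granulocytes had a median log2 fold change of -0.74 in GMP-like cells, with 0 higher (exact permutation test over pools, two-sided p = 0.371). Without the 3 late granulocyte clusters the median was 0.138, so the share of these clusters may account for it there. In KL cells the median was -0.50 with these clusters (exact p = 0.486) and -0.39 without them (exact p = 0.286), and in MEP-like cells -0.27 (exact p = 0.429). These lie within the spread between pools, so nothing is excluded there. Most of these genes are among those that Table A3 gives for GMP, chosen by the study on the same samples.

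Heat shock and AP-1 genes varied with the pool more than with the housing. The list of 32 genes that respond to handling had a median log2 fold change of 0.15 in KL cells, 0.26 in LTHSC-like cells and 0.28 in GMP-like cells, and 0.144 in MEP-like cells, with an exact p over pools of at least 0.257 in each class. Its scores in KL cells were 0.396 in CVT pool 4 and -0.587 in CVT pool 6. Stress while the cells were handled and a response in the mice cannot be told apart, because the pools overlap in every class.

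For the higher ribosomal protein genes in GMP-like cells, UMIs per cell are not the whole cause, since the median was 0.107 with the UMIs per cell of a pool as a covariate. Nor is the share of late granulocyte clusters, without which it was also 0.107, although the pools then overlapped over all 8 (exact p = 0.0571), with a smallest gap of 0.057 within a set. Nor are the pool sets, since within each set the CVT pools lay above the SPF pools by at least 0.061. The first 2 left 0.107 of a median of 0.139, so they can account for a part. Free RNA and the preparation of single pools were not tested for this list, and a response to co-housing stays a hypothesis.

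Other fits, run after the data were seen, called few genes. With the block for pool sets, edgeR called 4 genes higher in CMP-like cells and 1 in MPP-like cells, 7 higher and 3 lower in GMP-like cells and 2 higher and 6 lower in KL cells without the late granulocyte clusters, and 3 higher and 1 lower in LTHSC-like cells after thinning. B-like cells made up 0.497% ± 0.420 in CVT mice and 0.681% ± 0.422 in SPF mice (exact p = 0.543, n = 4) and the class with dendritic markers, most of whose cells are led by monocyte genes, 1.82% ± 1.41 and 3.30% ± 1.69 (exact p = 0.229, n = 4). With the UMIs per cell of a pool as a covariate, the median log2 fold change moved to 0.029 for AP-1, -0.055 for survival and -0.076 for DNA damage repair genes in LTHSC-like cells, to -0.013 for interferon gamma genes and -0.12 for Myc and Myb targets in GMP-like cells (33 of 36 lower), and to 0.088 for ribosomal protein, 0.069 for oxidative phosphorylation, 0.090 for mitosis and -0.11 for interferon gamma genes in KL cells. It was 0.035 for Toll-like receptor, 0.11 for Wnt and 0.22 for mitosis genes in LTHSC-like cells and 0.066 for survival genes in GMP-like cells.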
